# Roles of Msx2 in exogen control: modulating the stem cell niche during the transition from hair shedding to regeneration

**DOI:** 10.1016/j.jare.2025.09.040

**Published:** 2025-09-23

**Authors:** Qi Chen, Wen-Chien Jea, Ting-Xin Jiang, Ping Wu, Chi Zhang, Ji Li, Mingxing Lei, Cheng-Ming Chuong, Ya-Chen Liang

**Keywords:** Exogen, Hair follicle stem cell, Niche, TGF-beta signaling, Hair regeneration

## Abstract

**Introduction:**

The exogen phase of the hair follicle cycle, during which club hairs are shed and new hairs emerge, represents a critical transitional step involving distinct structural remodeling and adhesive changes. Despite its fundamental importance, the molecular mechanisms orchestrating exogen remain largely unknown.

**Objective:**

To investigate the role of Msx2 in regulating hair anchoring, hair follicle stem cell (HFSC) lineage commitment, and extracellular matrix (ECM) remodeling during exogen.

**Methods:**

We employed *Msx2*-knockout (KO) mice, bulk RNA sequencing, and late exogen transcriptome comparisons to identify differentially expressed genes (DEGs) and disrupted pathways. Additionally, protein interaction assays were conducted for functional studies.

**Results:**

*Msx2* deficiency mice still form new bulges containing HFSCs for subsequent hair cycles, but this resulted in the failed anchoring of older bulges and club hairs, leading to aberrant hair retention and accelerated hair shedding. Transcriptomic analysis revealed widespread transcriptional reprogramming, particularly in ECM-related genes, with significant overlap between *Msx2*-KO HFSCs and late exogen DEGs. *Msx2*-KO mice exhibited downregulated adhesion molecules, disrupted HFSC niche integrity, increased keratinization, and aberrant differentiation in HFSC and hair germ cells. Mechanistically, MSX2 directly interacts with SMAD proteins to regulate TGF-β signaling, thereby modulating ECM gene expression and suppressing HFSC trans-epidermal differentiation.

**Conclusions:**

Our findings establish *Msx2* as a master regulator of exogen control, orchestrating hair shedding, HFSC niche stability, and ECM remodeling. This study provides new insights into hair follicle cycling dynamics and identifies Msx2 as a potential therapeutic target for promoting hair regeneration and mitigating alopecia phenotypes.

## Highlights

• *Msx2* deficiency impairs club hair anchoring and disrupts the exogen shedding process.
• HFSCs in *Msx2*-KO mice exhibit niche instability and abnormal epidermal differentiation.
• Loss of adhesion-related ECM genes contributes to defective hair follicle anchoring.
• Msx2 modulates TGF-β/Smad signaling to maintain HFSC identity and ECM homeostasis.
• The Msx2–ECM axis represents a promising target for hair regeneration therapies.

## Introduction

The hair follicle is a dynamic mini-organ that cycles through anagen (growth), catagen (regression), telogen (rest), and exogen (shedding) phases [1]. Exogen, marking the release of the club hair, is a distinct yet understudied transition critical for hair renewal [2], [3]. Although often viewed as an extension of telogen, it involves specific changes in adhesion and tissue remodeling [4], [5]. Dysregulation of exogen is implicated in hair loss disorders such as androgenetic alopecia (AGA) and telogen effluvium, but its molecular basis remains unclear [2], [6]. Several studies suggest that exogen is regulated by proteolytic activity and adhesion-related signaling, with roles proposed for matrix metalloproteinases, their inhibitors (e.g., TIMP3), and desmosome integrity [5], [7], [8]. Therefore, understanding the mechanisms of telogen club hair retention and the triggers of exogen may provide therapeutic insight into stabilizing hair loss, a process involving both club hair shedding and new hair emergence [7].

Several mouse models have been described in which the exogen phenomenon is altered, yet the underlying mechanism of club fiber shedding in *Msx2*-knockout (KO) mice remains unclear [8], [9]. *Msx2* is a pivotal transcription factor that modulates many biological processes by binding to specific DNA sequences [10]. It is prominently expressed in embryonic, bladder, and skin tissues, critically influencing the proliferation, migration, and differentiation of ectodermal neural crest cells during embryogenesis, as well as the functionality of adult stem cells [11]. Research has demonstrated that MSX2 interacts with the SWI/SNF complex, inhibiting the premature differentiation of progenitor cells and modulating the behavior of human trophoblast stem cells, which are essential for placental development and maturation [12]. Additionally, Msx2 is implicated in wound-induced hair neogenesis (WIHN), functioning through the induction of epithelial-mesenchymal transition (EMT) [13]. In *Msx2*-KO mice, evidence reveals disrupted hair cycling and progressive hair loss compared to wild-type (WT) counterparts. Furthermore, the mutant hairs exhibit increased susceptibility to detachment, suggesting potential impairments in cell adhesion [9]. Notably, downregulation of *Msx2* has been observed in patients with AGA, further emphasizing its importance in regulating the hair cycle [14]. Nonetheless, the precise molecular targets through which Msx2 exerts its regulatory effects on hair regeneration, particularly in telogen and exogen phases, remain to be definitively identified.

ChIP-qPCR analyses demonstrate a robust binding affinity of Smad2 to the promoter region of Msx2 [15]. This interaction suggests that Msx2 may facilitate the hematopoietic differentiation of human embryonic stem cells by modulating TGF-β signaling pathways. TGF-β signals originating from the dermal papilla (DP) initiate the phosphorylation of Smad in hair germ (HG) cells, which triggers the activation of dormant hair follicle stem cells (HFSCs) and fosters tissue regeneration [16]. Consequently, the potential involvement of Msx2 in regulating HFSCs through TGF-β signaling warrants further exploration.

In this study, our objective was to understand exogen control by leveraging the phenotype of *Msx2*-KO mice as a biological clue. While *Msx2*-KO mice were capable of forming new bulges containing HFSCs, club hairs from prior cycles remain unanchored, impairing proper shedding. Bulk RNA sequencing (RNA-seq) of *Msx2*-KO HFSCs revealed transcriptional alterations enriched in extracellular matrix (ECM) organization and cell adhesion genes. Comparative analysis with late-exogen datasets identified overlapping differentially expressed genes (DEGs), emphasizing the role of Msx2 in preserving HFSC niche structure under normal physiological conditions. Immunostaining and transcript profiling further confirmed reduced adhesion molecule expression and aberrant epidermal differentiation in HFSCs and HG cells. Mechanistically, MSX2 interacts with SMAD proteins to modulate TGF-β signaling, thereby regulating ECM-associated gene expression and suppressing HFSC trans-epidermal differentiation. This mechanism supports stem cell anchorage and ensures orderly follicular turnover during exogen transition. Collectively, our findings establish Msx2 as a pivotal regulator of exogen, essential for HFSC lineage fidelity and club hair anchoring. These insights uncover a novel mechanism of hair shedding control and identify Msx2 as a promising therapeutic target in hair regeneration and the control of alopecia.

## Materials and methods

### Ethics statement

All animal procedures were conducted in accordance with protocol #9473 approved by the Institutional Animal Care and Utilization Committee (IACUC) of the University of Southern California (USC, Los Angeles, CA, USA).

### Animal models

*Msx2*-KO mice were generated as previously described [9], [13], [17]. Briefly, a 9-kb thymidine kinase (TK) cassette was removed from the BamHI–SalI *Msx2* genomic fragment, and a pMC1-neo selection cassette was inserted at the NdeI site upstream of exon 2. The targeting construct was electroporated into embryonic stem cells, and correctly targeted clones were identified by genotyping. Chimeric mice were bred to obtain germline transmission. *Msx2* homozygous knockout mice were generated by intercrossing heterozygous animals. Hair cycle-matched C57BL/6J mice (Jackson Laboratory, Bar Harbor, ME) served as WT controls. Mice were maintained under a 12 h light/dark cycle at 21–26 ℃ and 30–70 % relative humidity in the USC animal facility.

### 5-bromo-2′-deoxyuridine (BrdU) administration

To visualize the transiently amplifying cells, mice were administered BrdU (B9285, Sigma) at 50 mg/kg via intraperitoneal injection. The samples were harvested seven days subsequent to the injection.

### Hematoxylin and Eosin (H&E) staining

Dorsal skins were collected, fixed in 4 % paraformaldehyde (PFA; HT501128, Sigma), paraffin-embedded, and sectioned at 8–10 μm. Sections were stained with hematoxylin (GHS 1–16, Sigma) and Eosin Y (HT1101-16, Sigma) for 1 min at room temperature (RT), then dehydrated with 95 % and 100 % ethanol, and fixed with xylene (6601, Thermo Scientific). Images were acquired using a Keyence microscope with a 20× objective lens and analyzed in ImageJ and Adobe Photoshop.

### Immunofluorescence and TUNEL staining

Paraffin sections were deparaffinized and rehydrated. Blocking solution including 2.5 % normal goat serum (G9023, Sigma), 1 % Bovine Serum Albumin (BSA; A3059, Sigma), and 0.1 % Tween-20 (P9416, Sigma) in PBS (MB1011, BioPioneer) was used to block sections for 1 h at RT. Primary antibodies diluted in 1 % PBT were applied overnight at 4 ℃. Sections were washed and incubated with Alexa Fluor 488 and 594-conjugated secondary antibodies (1:200, A11029 and A11072, Invitrogen) for 2 h. Nuclei were stained using 4′,6-diamidino-2-phenylindole (DAPI; 62248, Thermo Scientific). TUNEL staining was performed using the TUNEL assay kit (11684817910, Roche). As a positive control for TUNEL staining, adjacent skin sections were pretreated with 3 U/mL DNase I (10104159001, Roche) at RT for 10 min to induce DNA strand breaks.

The antibodies and dilutions were used as follows: FOXC1 (1:200, 8758, Cell Signaling), pSMAD2 (1:100, 3101, Cell Signaling), Cytokeratin 15 (1:200, MA1-90929, Thermo Scientific), Cytokeratin 1 (1:100, PA5-114755, Thermo Scientific), Cytokeratin 10 (1:100, 39–5300, Thermo Scientific), Cytokeratin 6 (1:500, PRB-169P, BioLegend), LEF1 (1:100, 2230S, Cell Signaling), Collagen VI (1:100, ab6588, Abcam), POSTN (1:100, ab14041, Abcam), FBLN1 (1:100, ab211536, Abcam), ANGPTL2 (1:100, 12316–1-AP, Proteintech), Collagen IV (1:200, ab6586, Abcam), PCNA (1:100, CBL407, Chemicon), F-ACTIN (1:100, M1210-2, Huabio), TGF-β1 (1:100, 69012-1-1g, Proteintech), and Caspase-3 (1:200, ab184787, Abcam).

### Multicolor RNA-In Situ Hybridization (RNAscope)

The 4 % PFA-Fixed Paraffin-Embedded sections were deparaffinized using xylene and 100 % Ethanol (470301-072, Ward’s science) for 10 min, twice. The reagents and probes used in this procedure were purchased from Advanced Cell Diagnostics (ACD, CA, USA). The slides were air-dried for 5 min at 60 ℃. Next, the entire section was covered with 3 % hydrogen peroxide (H_2_O_2_) for 10 min at RT and then placed in the boiling DEPC H_2_O for 15 s. Subsequently, submerge the sections into boiling retrieval reagents for 15 min. Immediately transfer the hot slide to DEPC H_2_O for 15 s, twice at RT. Wash slides in 100 % Ethanol for 3 min and air dry for 5 min at 60 ℃. Place the dried slides on the HybEZ™ Slide Rack and add 1–2 drops of Protease Plus. Incubate in the oven at 40 ℃ for 30 min. After washing the slides with DEPC H_2_O, mixed probes were added, and the slides were incubated in the oven for 2 h at 40 ℃. Wash slides with Wash Buffer at RT for 5 min. Add 1–2 drops of AMP 1-FL in the oven for 30 min at 40 ℃. Then wash and add 1–2 drops of AMP 2-FL in the oven for 30 min at 40 ℃. Then wash and add 1–2 drops of AMP 3-FL in the oven for 15 min at 40 ℃. Add 1–2 drops of HRP-C1/C3, Opal 520/570 (1:600 dilution in Multiplex TSA buffer), and HRP Blocker sequentially, and incubate for 15 min, 30 min, and 15 min at 40 ℃. Nuclei were stained using DAPI. Images were acquired by a Keyence microscope with LAS software. Figures were prepared using Adobe Photoshop.

The following probes and dilutions were used: Msx2 (1:150, 421851-C3) and Lhx2 (1:1, 485791).

### Fluorescence-Activated Cell Sorting (FACS)

HFSCs and epidermal stem cells (EpdSCs) were isolated from the dorsal skin of 6-month-old *Msx2*-KO mice, following previously described protocols [18]. Briefly, dorsal skin was excised and carefully trimmed to remove subcutaneous fat, muscle, and connective tissue. The tissue was placed dermis-side down in 0.25 % trypsin-EDTA solution (T4049, Sigma) and incubated overnight at 4 ℃ to facilitate epidermal separation. The following day, the epidermis was gently peeled away using forceps, and hair follicles were mechanically dissociated in cold PBS. The resulting cell suspension was neutralized by adding 0.05 mM Ca^2+^ medium, filtered sequentially through 70 µm and 40 µm cell strainers (352350 and 352340, Falcon), and centrifuged at 300×*g* for 5 min at 4 ℃. Cell pellets were resuspended in staining buffer (2 % Chelex-treated serum without calcium in 1X PBS) and incubated with fluorophore-conjugated antibodies: CD34-BV421 (562608, BD Horizon), Sca-1-FITC (11-5981-82, eBioscience), CD49f (integrin α6)-PE (12-0495-83, eBioscience). Drag5 (65-0880-92, eBioscience) was used to exclude dead cells. Sorting was performed on a BD FACSAria II (v8.0.2) equipped with Diva software at USC Flow Cytometry Core. Flow cytometry data were analyzed using Attune NxT and FlowJo software. CD34^+^CD49f^+^Sca-1^−^ cells were identified as HFSCs, and CD34^−^CD49f^+^Sca-1^+^ cells were defined as EpdSCs (Fig. S2A).

### Bulk RNA-seq analysis

For each condition, RNA was extracted from FACS-isolated hair HFSCs, EpdSCs, or HaCaT cells (with two or three replicates per group) using the AllPrep DNA/RNA Micro Kit (80284, Qiagen). Library preparation with the SMARTer Stranded Total RNA-Seq Kit v3 was performed at Novogene, Inc. (CA, USA), and RNAs were sequenced on Illumina NovaSeq 6000. RNA-seq data for hair follicles of young and aged EpdSCs (GSE185087) were downloaded from the Gene Expression Omnibus database. Analysis of RNA-seq data was performed by Partek Flow Bioinformatics Software (licensed by USC). Reads were aligned to the mouse reference genome (GRCm38/mm10) using the STAR aligner with default parameters. Gene annotation was based on GENCODE release M25. Differential gene expression analysis was conducted using Gene-specific Analysis (GSA). Genes with an absolute fold change (FC) > 2 and false-discovery rate (FDR) < 0.05 were considered significantly different between the two groups under comparison. Data visualization and enrichment analyses were performed using the online platform Bioinformatics.com.cn.

### scRNA-seq analysis

The scRNA-seq data for telogen and anagen hair follicles were downloaded from accession code GSE90848. Cell clusters “Telo-HG”, “Ana-HG”, and “Telo-HFSCs” were reanalyzed and visualized using a 2-dimensional Uniform Manifold Approximation and Projection (UMAP) algorithm (Fig. S1A).

### Omni-ATAC-seq library preparation and analysis

Omni-ATAC-seq libraries were prepared following the published protocol [19]. Briefly, cells were resuspended in lysis buffer (10  mM Tris-HCl, pH = 7.4, 10  mM NaCl, 3  mM MgCl_2_, 0.1 % NP40, 0.1 % Tween-20, and 0.01 % Digitonin) for 5 min at 4 ℃. After lysis, ATAC-resuspension buffer (same composition without detergents, plus 0.1 % Tween-20) was added, and nuclei were pelleted by centrifugation at 2500 r.p.m. at 4 ℃ for 5 min. Nuclei were then resuspended in the transposition reaction mix containing Tn5 transposase (15027866, Illumina) and incubated at 37 ℃ for 30 min. DNA was purified using the Zymo DNA Clean & Concentrator kit (D4014). Samples were PCR-amplified using NEBNext High-Fidelity PCR Master Mix (M0541, New England Biolabs, MA), and 1.25  μM of custom Nextera primers, using the following program: 72 ℃ for 5 min, 98 ℃ for 30 s, followed by 5 cycles (98 ℃ for 10 s, 63 ℃ for 30 s, 72 ℃ for 1 min). After the initial 5 cycles, a 5 μl aliquot was removed, combined with SYBR Green I (S7563, Invitrogen), and subjected to quantitative PCR (qPCR) to determine the optimal number of additional cycles. The final number of cycles was defined based on reaching one-fourth of the maximum fluorescence intensity. Libraries were then amplified accordingly and purified. Final DNA was eluted in 15 μl of 10 mM Tris-HCl (pH = 8.0).

For sequencing, raw reads were trimmed using Trimmomatic v0.30 to remove adapters, low-quality reads, and short fragments (<50 bp). Clean reads were aligned to the mouse genome (GRCm38/mm10) using BWA-MEM. Mitochondrial reads were excluded. Peaks were called using MACS2 with the following parameters: q-value cutoff <0.01, no shifting model, shift size = 100, extension size = 200, and duplicate reads retained (keep dup all). Output files included both narrowPeak and bedGraph formats. IGV (v2.17.0) was used to visualize the peaks. Within Partek Flow, significant ATAC-seq peaks were annotated and categorized as promoter-proximal (±1500 bp from the transcription start site [TSS]) or distal enhancer regions. By integrating RNA-seq expression profiles, we further classified these peaks into active or repressive promoters and enhancers based on the transcriptional activity of associated genes.

### Lentivirus induction of Msx2 overexpression in keratinocytes

Human keratinocytes (HaCaT cells; CL-0090, Procell) were cultured in Minimum Essential Medium (MEM; PM150411, Procell) supplemented with 15 % fetal bovine serum (FBS; PM00011, Proteintech) and 1 % penicillin–streptomycin (PB180120, Procell) at 37 ℃ in a humidified 5 % CO_2_ incubator. Full-length mouse *Msx2* with a C-terminal V5-His tag was cloned into the CSII-CMV-MCS-IRES2-Bsd lentiviral vector (Juyan Biotechnology Co., Ltd., Hefei, China). Lentiviruses were produced by co-transfecting this construct with packaging plasmids (pRSV-Rev, pMD2. G, and pMDLg/pRRE; Addgene) into 293 T cells (CRL-3216, ATCC) using polyethylenimine (PEI; Polysciences Inc.). Viral supernatants were collected and concentrated with Lenti-X Concentrator (Takara Bio). Primary human keratinocytes were seeded in six-well plates and transduced with 150 μL of concentrated lentivirus in the presence of 4 μg/mL polybrene (TR1003, Sigma). After 24 h, the medium was replaced, and cells were cultured for another 48–72 h before selection with 2 μg/mL puromycin (ST551, Beyotime). Transduction efficiency was assessed by Western blot for V5-tagged *Msx2*, with over 80 % of cells showing positive expression.

### Co-immunoprecipitation (Co-IP)

To assess the interaction between MSX2 and SMAD2, co-IP assays were performed using HaCaT cells (CL-0090, Procell) and *Msx2*-overexpressing (OE) cells. After removing the culture medium, cells were washed twice with cold PBS and lysed in IP lysis buffer (87787, Thermo Scientific) at 4 °C for 3 h. Lysates were centrifuged at 12,000×*g* for 10 min at 4 °C. The supernatant was collected and incubated overnight at 4 ℃ with either anti-MSX2 (sc-365232, Santa Cruz), anti-SMAD2 (sc-393312, Santa Cruz), or isotype-matched control IgG (sc-515946, Santa Cruz). Immune complexes were captured using 30 μL of Protein A/G PLUS-Agarose beads (sc-2003, Santa Cruz) for 8 h at 4 ℃ with gentle rotation. Beads were then extensively washed with lysis buffer, and the bound proteins were eluted by boiling in SDS sample buffer for 10 min. Eluates were analyzed by SDS-PAGE followed by immunoblotting (IB) with anti-MSX2 and anti-SMAD2 antibodies.

### Enzyme-linked immunosorbent assay (ELISA)

Culture medium from vector control (VE) or OE cells was collected and centrifuged. The resulting supernatants were subjected to ELISA using a human TGF-β1 kit (abs552208, Absin) according to the manufacturer’s instructions.

### Western blot

Total protein lysates from VE or OE cells, treated with or without TGF-β1 (69012-1-1g, Proteintech), were separated by SDS-PAGE. Electrophoresis was performed at 90 V through the stacking gel and at 150 V through the separating gel until the bromophenol blue dye front reached approximately 1 cm from the bottom. Proteins were then transferred onto a PVDF membrane (IPVH00010, Merck) at a constant current of 300 mA for 30 min. Membranes were blocked with 5 % non-fat milk in TBST for 30 min at RT. After blocking, membranes were incubated overnight at 4 ℃ with primary antibodies in blocking buffer under gentle agitation. Following primary incubation, membranes were washed and incubated with appropriate HRP-conjugated secondary antibodies for 30 min at RT. Protein bands were visualized using enhanced chemiluminescence (ECL, Bio-Rad), and band intensities were quantified using ImageJ. Target protein levels were normalized to GAPDH.

The antibodies and dilutions were used as follows: SMAD2/3 (1:2000, 8685, Cell Signaling), pSMAD2 (1:2000, 3108, Cell Signaling), Cytokeratin 10 (1:1000, sc-53252, Santa Crutz), GAPDH (1:1000, 60004-1-Ig, Proteintech).

### Cell Counting Kit-8 (CCK-8) test

Cell viability was assessed by CCK-8 assay (abs50003, Absin). After 24 h of cultivation, the medium was replaced with 10 % CCK-8 reagent in each well. Following incubation, absorbance of each well at 450 nm was detected with a microplate reader (BioTek, USA).

### Transwell assay

A Transwell chamber pre-coated with Matrigel (Corning) was used to assess cell invasion in vitro. In brief, 200 μL of cell suspension was added to the upper chamber, while the lower chamber was filled with medium containing 5 % FBS as a chemoattractant. After 24 h of incubation, the cells that had invaded through the membrane were fixed and stained with 0.1 % crystal violet (G1064, Solarbio). Stained cells were imaged under an inverted optical microscope. Five random fields were selected for counting, and the average number of invaded cells was calculated.

### Statistical analysis

Statistical analyses were performed with GraphPad Prism 9.5.1. For all in vivo experiments, a minimum of three biological replicates (individual mice) were used per group, unless otherwise indicated. For cell-based assays and molecular analyses, experiments were repeated independently at least three times, with results reported as mean ± standard deviation (SD). Two-group comparisons were analyzed using two-tailed unpaired Student’s t-tests. Multiple comparisons were assessed using one-way ANOVA with Dunnett’s post hoc tests. *A p-*value < 0.05 was considered statistically significant.

### Data availability

The next-generation sequencing datasets generated during this study are available in the NCBI Gene Expression Omnibus (GEO). Bulk RNA-seq data have been deposited under accession number GSE303779, and ATAC-seq data under accession number GSE303778. Both datasets are publicly accessible. All other data supporting the findings of this study are available from the corresponding author upon reasonable request.

## Results

### Msx2 is dynamically expressed in HFSC and its niche during different phases of hair cycling

In our effort to unravel the regulatory mechanism within the hair follicle, early findings suggested a critical role for Msx2 in modulating the transition from transit-amplifying (TA) cells to precortical cells [9]. This observation prompted a deeper investigation into the spatiotemporal expression and functional significance of Msx2 throughout the hair cycle. To achieve this, we systematically analyzed the dynamic expression patterns of *Msx2* across distinct phases of the hair cycle using samples isolated from WT mice. Utilizing the RNAscope technology, we observed a robust expression of *Msx2* mRNA across the epithelial compartments at postnatal day 13 (P13), including the progenitors of the lower outer root sheath (ORS), inner root sheath (IRS), and matrix cells (Fig. 1A, upper left), corroborating previous studies [9]. As the hair cycle progressed into catagen (P16), *Msx2* was notably present within the regressing epithelial strand (Fig. 1A, upper middle). During telogen (P21), *Msx2* expression diminished, yet remained detectable primarily in the HG, as well as the bulge, inner bulge, and DP (Fig. 1A, upper right). At the threshold of the subsequent anagen (P24), *Msx2* expression rebounded and extended into the hair matrix cells and IRS of the hair follicles (Fig. 1A, lower left). In the second telogen stage (P52), the expression pattern of *Msx2* within the hair follicles persisted and remained high in HG, inner bulge, and DP. Moreover, *Msx2* was traceable in sparse cells within the infundibulum and the inter-follicular epidermis (Fig. 1A, lower middle). By contrast, the expression of *Msx2* was absent in *Msx2*-KO mice (Fig. 1A, lower right). By analyzing published scRNA-seq data from mouse skin, we discerned that *Msx2* expression was evident in telogen (Telo)-HG, anagen (Ana)-HG, and Telo-HFSC populations (Fig. 1B, Fig. S1B) [20]. These findings suggest a specialized role for Msx2 in governing HG and bulge HFSC functions.

**Fig. 1:**
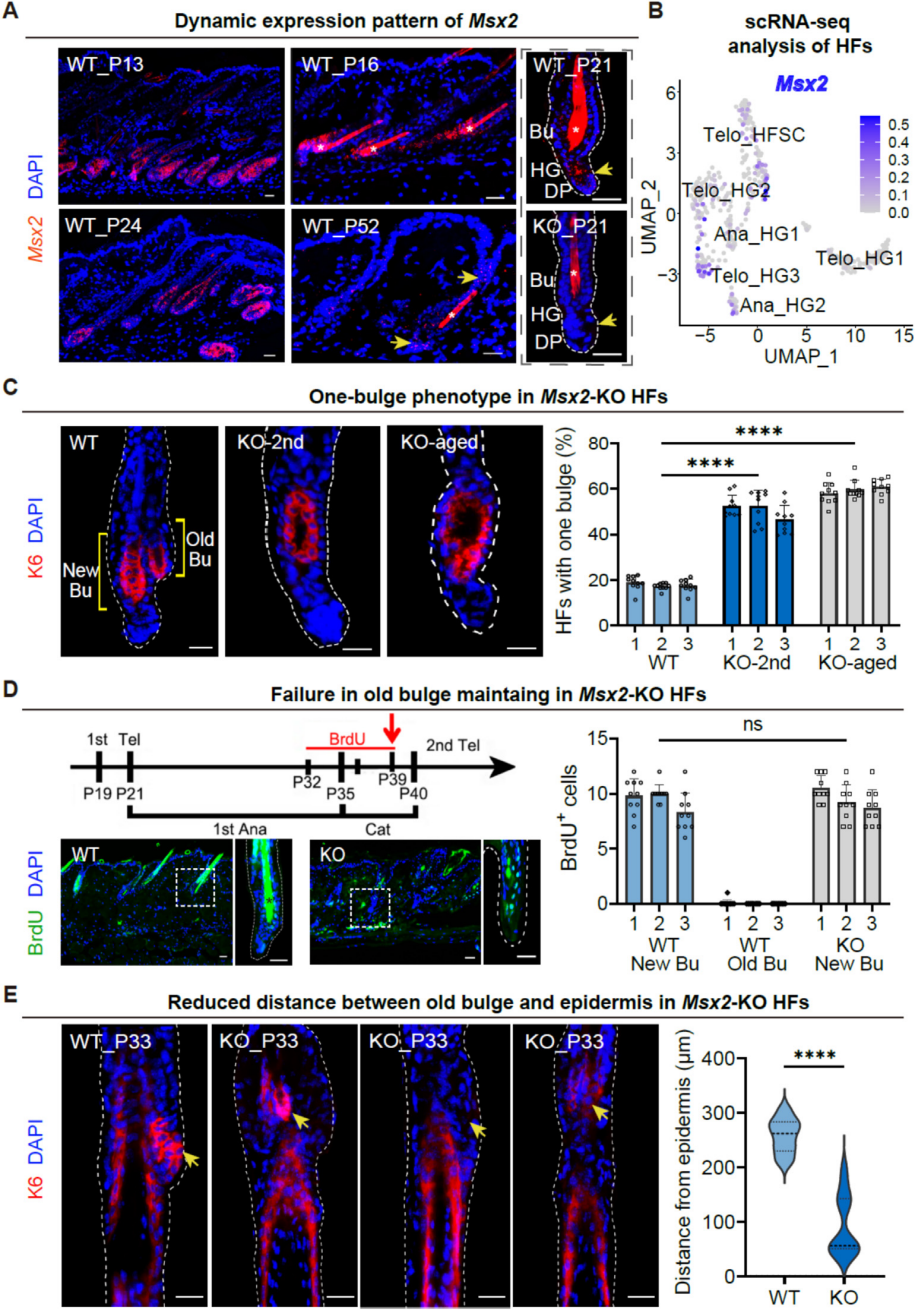
***Msx2*****deficiency disrupts maintenance of the old bulge during exogen.** (A) RNAscope reveals dynamic *Msx2* expression in hair follicles (HFs) across the hair cycle: anagen (P13, upper left; P24, lower left), catagen (P16, upper middle), and telogen (P21, right; P52, lower middle). Scale bars, 30 μm. Asterisks denote a nonspecific signal in the hair shaft. (B) UMAP projection of scRNA-seq data demonstrates *Msx2* expression within specific HF cell clusters, with most enrichment in telogen hair germ (Telo_HG) populations. (C) Immunofluorescence staining of K6 in the inner bulge (left) and quantification analysis of K6^+^ cells per HF (right). Scale bars, 30 μm. *N* = 3, ****p < 0.0001. (D) Schematic of BrdU pulse-chase experiment to track label-retaining cells (LRCs) from the anagen outer root sheath (ORS) to the telogen bulge (Bu). Scale bars, 30 μm. *N* = 3; ns, not significant. Asterisks denote a nonspecific signal. (E) Bulge positioning during the first anagen. *Msx2*-KO HFs exhibit loss of K6 in the bulge region and proximal displacement toward the epidermis (arrows). Scale bars, 30 μm. *N* = 3, ****p < 0.0001.

We next employed *Msx2*-KO mice for further investigations. Compared to their WT counterparts, KO mice exhibited alopecia in the head skin at P12, suggesting a shortened anagen phase. Conversely, the telogen phase was significantly prolonged in KO mice, spanning from P18 to P28 (Fig. S1C), underscoring the pivotal role of Msx2 in the regulation of hair cycling. Immunostaining of the dorsal skin during the second telogen phase revealed no significant alterations in the localization of Keratin 6 (K6) within the inner bulge layer (Fig. 1C, left). Interestingly, while WT hair follicles displayed a distinct two-bulge structure, *Msx2*-KO hair follicles predominantly exhibited a single-bulge phenotype, even in aged mice (Fig. 1C, middle and right).

To ascertain whether *Msx2*-KO hair follicles were incapable of forming a new bulge or prematurely lost their original bulge, we employed BrdU to label the lower ORS cells in late anagen, a period when HFSCs are predominantly quiescent [21]. Typically, the new bulge arises partly from these BrdU-labeled ORS cells that survive the ensuing catagen, while the old bulge remains unlabeled [22]. In KO hair follicles, the single bulge exhibited BrdU immunofluorescence staining similar to that of WT counterparts, indicating its recent formation (Fig. 1D). Based on the published literature, it was shown that the conditional knockout of *Forkhead box C1* (*Foxc1*) could also result in a one-bulge structure since the second telogen [21]. Immunofluorescence assessment revealed that KO hair follicles maintained normal FOXC1 expression, implying that the loss of the old bulge was not attributable to the absence of *Foxc1* under *Msx2*-KO conditions (Fig. S1D).

To further investigate whether the old bulge underwent aberrant changes prior to the second telogen, we tracked the status of the old bulge and club hair during the preceding anagen phase. In WT hair follicles, the old bulge was situated adjacent to the newly developing hair follicle. By contrast, KO hair follicles displayed residual old bulge structures abnormally positioned closer to the epidermis and separated from the new bulge and associated club hair (Fig. 1E). These findings collectively suggest that while *Msx2*-KO hair follicles can generate a new bulge, they fail to preserve the structural integrity of the old bulge and club hair throughout the hair cycle. The shedding of club hair is closely associated with the exogen phase of the hair cycle. Previous studies comparing DEGs between early and late exogen stages revealed that *Msx2* expression is downregulated during the late exogen stage [7], indicating its potential critical role in regulating hair shedding.

### Impaired ECM deposition around HFSC niche is observed in Msx2-KO telogen and exogen HFs

To uncover the molecular underpinnings of HFSC function during the critical transition from telogen to anagen, we employed FACS to meticulously isolate HFSCs, encompassing both bulge stem cells and HG cells, from WT and *Msx2*-KO mice (Fig. 2A, Fig. S2A). These cells were subsequently subjected to a comprehensive transcriptome analysis via RNA-seq. 

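The HFSC data comprised 4 bulk RNA-seq libraries of sorted dorsal skin cells, 2 from WT and 2 from Msx2-KO mice. By the sample labels the WT mice were 2 months old and the Msx2-KO mice 6 months. The paper's methods also give 6 months for the Msx2-KO mice, and its text names no age for the WT mice, which it describes as matched by hair cycle. Age and genotype therefore differed together in these libraries. The authors prepared stranded total RNA libraries, aligned the reads to GRCm38/mm10 with STAR in Partek Flow and annotated them with GENCODE genes. They deposited estimated counts per gene without normalization, in which reads that match several genes are split into fractions. The total was 4324525 counts in WT replicate 1, 3132954 in WT replicate 2, 11016652 in Msx2-KO replicate 1 and 6895612 in Msx2-KO replicate 2. Mitochondrial ribosomal RNA took 8.94% and 36.3% of the counts in WT and 49.4% and 53.2% in Msx2-KO. The counts left for nuclear protein-coding genes were 3304532 and 1497299 in WT and 3705736 and 1846233 in Msx2-KO. Genes with at least 1 count numbered 22488 and 19667 in WT and 11414 and 14268 in Msx2-KO. The estimated counts were rounded to whole numbers, scaled by edgeR's TMM method and tested with edgeR's quasi-likelihood test on the 14422 genes that passed its filter on low counts. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 and an absolute fold change over 2, the thresholds of the paper's methods. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. With 2 libraries per group, an exact permutation test of a single gene cannot give a two-sided p under 0.333. Msx2, on chromosome 13 from 53466884 to 53473074 of GRCm38, had estimated counts of 53 and 7 in the WT libraries and 40 and 18 in the Msx2-KO libraries. Its log2 fold change was -0.20 (standard error 1.23, adjusted p = 0.975 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The paper's targeted allele carries a cassette inserted upstream of exon 2, and counts per gene do not separate exons. At these low counts a fall of the targeted gene was neither shown nor ruled out. The paper's RNAscope images (Fig. 1A) show none of its RNA in Msx2-KO mice. The libraries are therefore named by their labels from here on, and each direction between genotypes rests on those labels.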

Our analysis revealed that, akin to their WT counterparts, HFSCs from KO mice did not exhibit significant deviations in the expression of established HFSC markers, such as Keratin 15 (K15) and LIM homeobox 2 (Lhx2) (Fig. S2B and Fig. S2C). 

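Krt15, on chromosome 11 from 100131758 to 100135928, had normalized counts of 25734 ± 1011 (SD, n = 2) in WT and 14023 ± 2185 (SD, n = 2) in libraries labelled Msx2-KO. This is a log2 fold change of -0.88 (standard error 0.42, adjusted p = 0.417 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Both libraries labelled Msx2-KO lay below both WT libraries. Lhx2, on chromosome 2 from 38339281 to 38369733, had 1313 ± 113 (SD, n = 2) in WT and 980.3 ± 299 (SD, n = 2) in libraries labelled Msx2-KO. The corresponding log2 fold change was -0.42 (standard error 0.31, adjusted p = 0.634 from edgeR's test). The Lhx2 locus overlaps an antisense gene, and the paper's text does not state whether strand was used in counting. Without Msx2-KO replicate 1 the log2 fold change of Lhx2 was -0.77, and without Msx2-KO replicate 2 it was -0.14. Scaling by library totals in place of TMM factors moved both genes most, to -1.75 for Krt15 and -1.27 for Lhx2. That scaling moved the median of all genes by -0.86.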

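Of the 18 genes shown in Fig. S2C, 17 passed the filter on low counts. S100a3 did not, with estimated counts of 5 and 2 in WT and 0 and 0 in the libraries labelled Msx2-KO. The log2 fold changes of the 17 genes had a median of -0.56 and ran from -1.73 for S100a4 to 0.79 for Sfrp1. They were negative for 14 genes and positive for Tcf3, Nfix and Sfrp1. With library totals in place of TMM factors, Tcf3 and Nfix were negative too and Sfrp1 was close to 0. In 11 genes both libraries labelled Msx2-KO lay below both WT libraries and in 1 gene, Sfrp1, both lay above. Chance gives non-overlapping groups in 33.3% of genes. With edgeR no gene passed over all genes tested, and 4 had an unadjusted p under 0.05. Adjusted over the list alone, 2 genes passed, Cd34 and Grem1. The study chose the list on these libraries, so this count is not independent evidence. As a set the genes ranked lower in the libraries labelled Msx2-KO (limma's camera, adjusted p = 0.0431 over 7 gene lists, from 0.00171 to 0.227 over the alternatives). This set test has the same limit as the count. Of the 7 lists, 5 passed with camera, 3 of them lists of genes that the study chose for their change. All 5 also passed with fry, and none passed with camera's estimated correlation between genes.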

By leveraging our RNA-Seq datasets, we curated a list of 18 HFSC signature genes and charted their expression patterns in both WT and KO HFSCs (Fig. S2C). Moreover, the quantitative assessment of HFSCs revealed no substantial disparity between the two groups (Fig. S2D) [23]. Collectively, these observations suggest that Msx2 is not required to establish the HFSC identity during its quiescent phase.

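Cd34 and Grem1 had the lowest unadjusted p of the list. Cd34, on chromosome 1 from 194938819 to 194961279, encodes a marker used to sort HFSCs and had normalized counts of 2609 ± 217 (SD, n = 2) in WT and 903 ± 133 (SD, n = 2) in libraries labelled Msx2-KO. Its log2 fold change was -1.53 (standard error 0.25, adjusted p = 0.143 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The adjusted p of Cd34 was 7.6e-04 with DESeq2 and 0.0327 with limma-trend, and up to 0.212 over the other alternatives. An antisense gene overlaps Cd34. Grem1 had a log2 fold change of -1.37 (standard error 0.24, adjusted p = 0.143 from edgeR's test), and DESeq2 and limma-trend called it too, with adjusted p-values from 0.0164 to 0.212 over the alternatives. The authors' deposited comparison, over 6 libraries, lists both genes as lower. Its log2 ratio was -1.46 for Cd34 (FDR 8.5e-06 from Partek's DESeq2 model) and -1.29 for Grem1 (FDR 0.00034 from that model). Itga6, which encodes the sorting marker CD49f, had 999.8 ± 93.5 (SD, n = 2) in WT and 572 ± 159 (SD, n = 2) in libraries labelled Msx2-KO. The change on the log2 scale was -0.80 (standard error 0.29, adjusted p = 0.276 from edgeR's test), and -0.55 without Msx2-KO replicate 2. Among transcription factors of the list, Sox9 had a log2 fold change of -0.60 and Nfatc1, which an antisense gene overlaps, of -0.43. Both libraries labelled Msx2-KO lay below both WT libraries in each of them. For Sox9 the libraries labelled Msx2-KO were far apart, with 2086 and 1003 normalized counts against 2398 and 2292 in WT.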

**Fig. 2:**
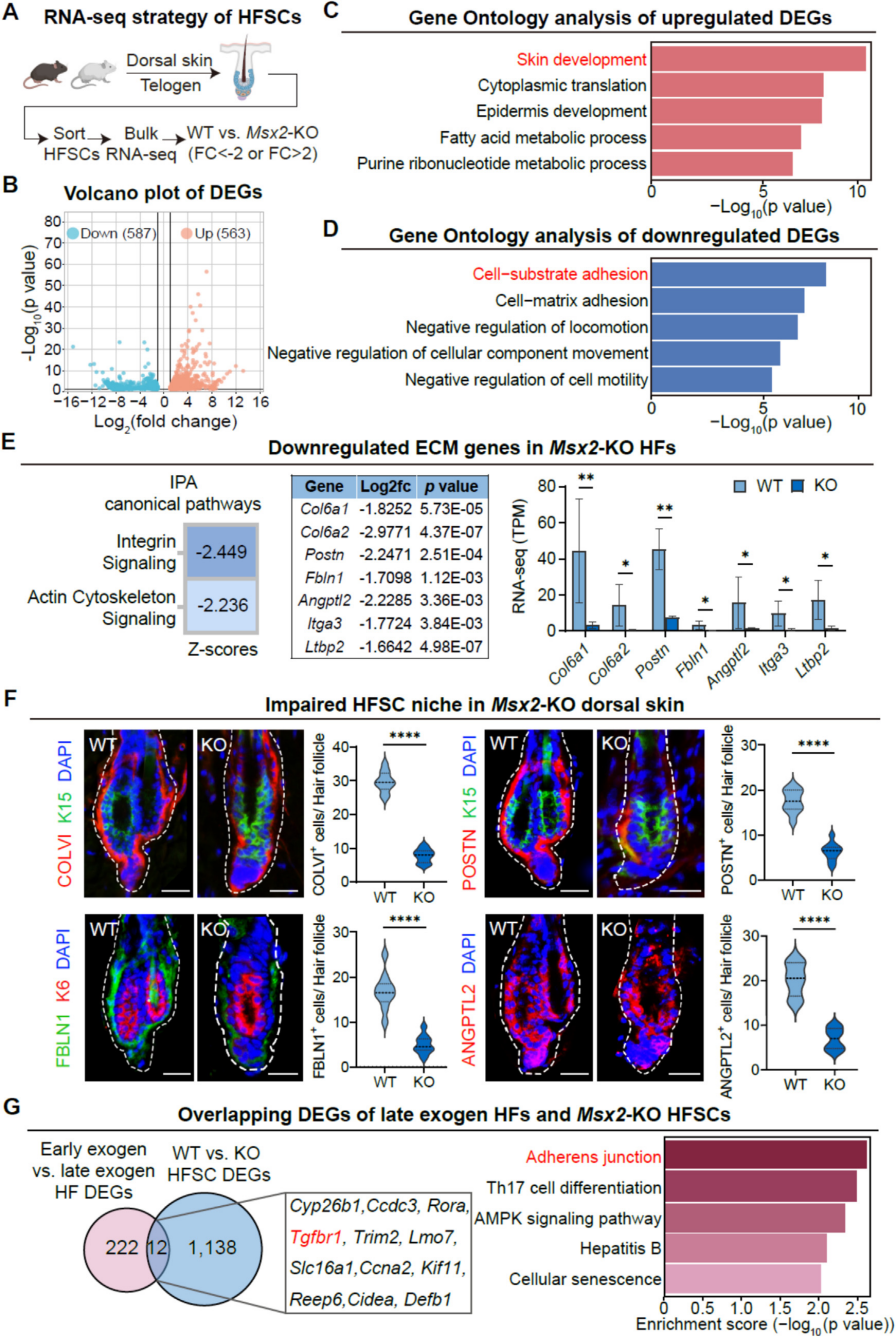
***Msx2*****deficiency impairs ECM deposition within the HFSC niche.** (A) Experimental workflow for identifying differentially expressed genes (DEGs) through bulk RNA-seq of sorted telogen HFSCs from WT and *Msx2*-KO mice. (B) Volcano plot displaying DEGs (adjusted *p* < 0.05). (C) Gene Ontology (GO) enrichment of upregulated DEGs identifies terms associated with skin development. (D) GO enrichment of downregulated DEGs highlights cell-substrate and matrix adhesion. (E) Ingenuity Pathway Analysis (IPA) of canonical pathways (left), key downregulated niche genes (middle), and their relative RNA expression levels identified through RNA-seq analysis (right). *N* = 2, **p < 0.01, *p < 0.05. (F) Immunofluorescence staining and quantification of ECM/adhesion molecules (COLVI, POSTN, FBLN1, and ANGPTL2) in the second telogen. Scale bars, 30 μm. *N* = 3, ****p < 0.0001. (G) Venn diagram of DEGs between early/late exogen HFs and WT/KO HFSCs (left); KEGG analysis of overlapping genes (right).

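Across the 14422 genes tested, the log2 normalized counts of the 2 WT libraries had a Pearson correlation of 0.929. The correlation was 0.581 between the 2 libraries labelled Msx2-KO and from 0.605 to 0.636 between a WT library and a library labelled Msx2-KO. These correlations are across genes, which are not independent replicates. Over only the 324 protein-coding genes with a mean of at least 1000 normalized counts, the correlation was 0.814 between the 2 libraries labelled Msx2-KO, 0.892 between the WT libraries and from 0.0764 to 0.329 between the genotypes. Over all genes tested, both libraries labelled Msx2-KO lay above both WT libraries for 2528 genes and below them for 4837 genes, together 51.1% of the genes tested against 33.3% by chance. The median log2 fold change of all genes was -0.14.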

To delineate the primary transcriptional repercussions of *Msx2* ablation, we conducted a comparative analysis of the global gene expression profiles between HFSCs of WT and *Msx2*-KO mice. This analysis yielded 563 upregulated and 587 downregulated DEGs, with a statistical significance threshold of *P*adj (adjusted p-value) < 0.05 (Fig. 2B). 

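In the 4 HFSC libraries, 0 genes were higher and 0 lower in those labelled Msx2-KO at an adjusted p under 0.05 and an absolute fold change over 2. The smallest adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.143. At an unadjusted p under 0.05 and the same fold change, 724 genes were higher and 1757 lower. The common dispersion that edgeR estimated was 0.823. On simulated counts for the same 14422 genes and library sizes, with 200 genes changed 8-fold, edgeR called 199 of them and 10 unchanged genes at a dispersion of 0.05, and 0 of either at a dispersion of 0.5. The choice of tool moved the counts of calls. Limma-trend on log2 CPM called 158 genes higher and 1249 lower. DESeq2 called 330 genes higher and 360 lower, of which limma-trend also called 377. On the simulated counts at a dispersion of 0.5, DESeq2 called 45 changed and 18 unchanged genes and limma-trend 5 changed and 0 unchanged genes. The authors' deposited table of this comparison lists 1150 genes, 563 higher and 587 lower, with sums and means over 6 libraries. Of those genes, 1133 were tested here, and all 1133 had the direction of the authors' deposited table. The 2 groups did not overlap in 1128 of them, 1034 had an unadjusted p under 0.05 with a fold change over 2, and DESeq2 on the 4 libraries called 622. The authors chose these genes from data that include the 4 libraries, so the shared directions are not independent evidence.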

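Of a list of 102 genes of cell-substrate and matrix adhesion, 80 were tested in HFSCs. The log2 fold change was negative in 56 and positive in 24, with a median of -0.59. Both libraries labelled Msx2-KO lay below both WT libraries in 42 genes and above them in 10. As a set the genes ranked lower in the libraries labelled Msx2-KO (limma's camera, adjusted p = 0.0171 over 7 gene lists, from 7.9e-06 to 0.240 over the alternatives). Of the 80 genes, 11 are named by the paper, some of them chosen for their fall. The adjusted p from camera rose to 0.240 without the filter on low counts and to 0.171 with limma-trend. With edgeR no gene of the list was called, over all genes tested or adjusted over the list alone, and 22 had an unadjusted p under 0.05. The Gene Ontology terms behind Fig. 2D were not used here.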

Of note, the Gene Ontology (GO) term enrichment analysis of the RNA-seq data highlighted a significant enrichment of terms related to cell adhesion, cell motility, and ECM components within the downregulated genes (Fig. 2D). 

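Col6a1, Col6a2, Postn, Fbln1, Angptl2, Itga3 and Ltbp2 were lower in both libraries labelled Msx2-KO than in both WT libraries. Postn, on chromosome 3 from 54361109 to 54391037, encodes periostin and was the most abundant of the 7. Its normalized counts were 16124 ± 1214 (SD, n = 2) in WT and 6807 ± 501 (SD, n = 2) in libraries labelled Msx2-KO, a log2 fold change of -1.24 (standard error 0.34, adjusted p = 0.162 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Col6a2, on chromosome 10 from 76595762 to 76623630, fell furthest, from 527 ± 76.7 (SD, n = 2) to 64.2 ± 52.7 (SD, n = 2) normalized counts. This is a log2 fold change of -3.05 (standard error 0.74, adjusted p = 0.143 from edgeR's test). Ltbp2, on chromosome 12 from 84783212 to 84876532, had a log2 fold change of -1.74 (standard error 0.39, adjusted p = 0.143 from edgeR's test). The log2 fold change was -1.91 for Col6a1, -1.78 for Fbln1, -1.23 for Angptl2 and -1.86 for Itga3. In the same order it was -1.30, -1.25, -1.11 and -1.09 without Msx2-KO replicate 1. Without Msx2-KO replicate 2 it was -2.95, -2.62, -1.35 and -3.51. Without WT replicate 1 that of Angptl2 was -0.80. An unadjusted p under 0.05 was found for 6 genes, all but Itga3, whose libraries labelled Msx2-KO had 37.4 and 199 normalized counts. None of the 7 was called over all genes tested, while 6 were called adjusted over the list alone. The study picked the genes from these libraries, so that count is not independent evidence. DESeq2 called Col6a2, Postn and Ltbp2, with adjusted p-values of 0.00574, 0.00113 and 0.00361. Over the other tests, scalings and filters the adjusted p ran up to 0.212 for Col6a2, 0.219 for Postn and 0.212 for Ltbp2. As a set the genes ranked lower (limma's camera, adjusted p = 9.2e-05, from 7.6e-07 to 0.203 over the alternatives). Chosen as lower in the same data, they were likely to pass this set test. The median log2 fold change of the 7 was -1.78, and scaling by library totals moved it most, to -2.72. Without Msx2-KO replicate 1 it was -1.25, and without Msx2-KO replicate 2 it was -2.62. Angptl2 overlaps Ralgps1 and Ltbp2 overlaps an antisense gene, so reads of these genes are uncertain unless strand was used.

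**Figure D1:**
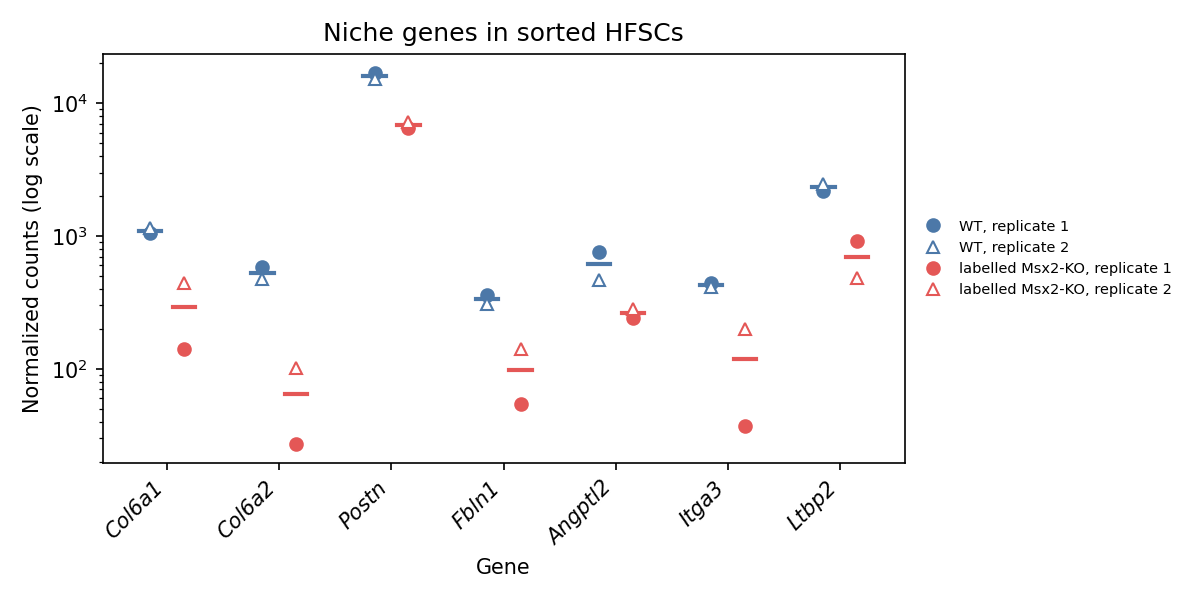
Normalized counts (vertical log axis) of the 7 niche genes (horizontal axis) in each HFSC library, with circles for replicate 1, triangles for replicate 2 and a bar for the mean of the 2 libraries of a group (WT in blue, labelled Msx2-KO in red). In each gene both libraries labelled Msx2-KO lie below both WT libraries, and those of Itga3 lie far apart, at 37.4 and 199.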

Among the downregulated genes, *Col6a1, Col6a2, Postn, Fbln1, Angptl2, Itga3, and Ltbp2* were identified as integral constituents of the HFSC niche, as previously reported (Fig. 2E) [24], [25].

To substantiate our RNA-seq findings, we proceeded to examine the expression of these pivotal cell adhesion molecules and ECM components. During the second telogen phase, we performed colocalization immunofluorescence using K15 or K6 antibodies alongside ECM markers including COLVI, POSTN, FBLN1, and ANGPTL2. These markers were detected near HFSCs, thereby confirming their role as ECM components of the HFSC niche. In stark contrast, KO HFs displayed a marked reduction in the levels of these adhesion molecules (Fig. 2F). Additionally, a comparison of early and late exogen stage DEGs with our identified genes revealed 17 overlapping genes [7], 12 of which showed consistent results. These genes were predominantly enriched in adherens junction, suggesting that they may play a crucial role in regulating exogen and telogen transitions (Fig. 2G). These findings provide strong evidence for aberrant ECM deposition in the HFSC niche of *Msx2*-KO hair follicles, highlighting the critical role of Msx2 in the regulation of telogen, which may contribute to the onset of hair loss.

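Fig. 2G names 12 overlapping genes. In these libraries 6 of them had both libraries labelled Msx2-KO above both WT libraries and 6 had both below. The higher genes were Slc16a1 (log2 fold change 4.70), Ccna2 (2.85), Kif11 (3.82), Defb1 (3.74), Reep6 and Cidea. The WT libraries held at most 3 counts of Reep6 and 0 of Cidea, so only lower bounds can be given. Reep6 was at least 40.5-fold higher and Cidea at least 12.8-fold higher in the libraries labelled Msx2-KO. The lower genes were Cyp26b1 (log2 fold change -6.75), Ccdc3 (-1.79), Rora (-1.77), Tgfbr1 (-2.92), Trim2 (-1.46) and Lmo7 (-1.93). Lmo7, on chromosome 14 from 101729957 to 101934710, had normalized counts of 1143 ± 86.1 (SD, n = 2) in WT and 301 ± 13.7 (SD, n = 2) in libraries labelled Msx2-KO. Its adjusted p was 0.143 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Slc16a1, on chromosome 3 from 104638668 to 104658462, had 9.11 ± 5.17 (SD, n = 2) in WT and 249.8 ± 135 (SD, n = 2) in libraries labelled Msx2-KO, with the same adjusted p. None of the 12 was called over all genes tested. Adjusted over the list alone, 11 were called, in a list that the study chose on these libraries. DESeq2 called Cyp26b1, Trim2, Lmo7, Slc16a1, Kif11, Reep6 and Cidea. Ccna2 overlaps Exosc9. The genes of the published comparison of early and late exogen were not analysed here.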

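The 69 tested adhesion genes that the paper does not name had a median log2 fold change of -0.34. From the lower RNA levels of niche and adhesion genes, the weaker staining of their proteins and the overlap with late exogen genes, the paper concludes that ECM deposition in the HFSC niche is aberrant in Msx2-KO hair follicles.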

### Msx2 deficiency leads to enhanced apoptosis and an aging-like phenotype in the skin

Both exogen and telogen represent non-proliferative phases of the hair follicle cycle, with exogen beginning as telogen concludes [5]. Building upon our findings related to the abnormal HFSC niche in telogen, we extended our investigation into the early anagen phase, a critical period when exogen predominantly occurs in most hair follicles [8]. Our analysis revealed a distinct absence of ORS (K15 or K6) expression surrounding KO hair follicles, indicating their transition into the exogen phase. Furthermore, our analysis indicated a significant decline in the expression of essential adhesion proteins within the bulge compartment of mutant hair follicles (Fig. 3A and B). 

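In HFSCs, the apoptosis-associated gene Bcl2l13, on chromosome 6 from 120836212 to 120892842, had normalized counts of 165 ± 1.25 (SD, n = 2) in WT and 416 ± 161 (SD, n = 2) in libraries labelled Msx2-KO. This is a log2 fold change of 1.34 (standard error 0.39, adjusted p = 0.176 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Irak3, on chromosome 10 from 120141648 to 120202130, had 20.5 ± 0.724 (SD, n = 2) in WT and 147 ± 60.4 (SD, n = 2) in libraries labelled Msx2-KO. The corresponding log2 fold change was 2.83 (standard error 0.71, adjusted p = 0.143 from edgeR's test). For EpdSCs the values are the authors' normalized counts, tested with limma on log2(value + 1), a scale that understates the change of low genes. Bid, on chromosome 6 from 120891930 to 120916853, had 27.5 ± 8.01 (SD, n = 2) in WT and 206 ± 188 (SD, n = 2) in the libraries labelled Msx2-KO. On the log2 scale it changed by 2.51 (standard error 0.94, adjusted p = 0.156 from limma with Benjamini-Hochberg adjustment). Endog, on chromosome 2 from 30171493 to 30174069, had 25.5 ± 1.96 (SD, n = 2) in WT and 963 ± 1161 (SD, n = 2) in the libraries labelled Msx2-KO. The corresponding log2 fold change was 4.26 (standard error 1.40, adjusted p = 0.128 from limma with Benjamini-Hochberg adjustment). Prkacb, on chromosome 3 from 146729574 to 146812990, had 315 ± 18.4 (SD, n = 2) in WT and 5263 ± 3863 (SD, n = 2) in the libraries labelled Msx2-KO. On the log2 scale it changed by 3.83 (standard error 0.76, adjusted p = 0.0628 from limma with Benjamini-Hochberg adjustment). In each of these 5 genes both libraries labelled Msx2-KO lay above both WT libraries, and none passed the adjusted threshold. The EpdSC libraries labelled Msx2-KO were far apart. Without Msx2-KO replicate 1 the log2 fold change was 3.61 for Bid and 2.44 for Endog, and without Msx2-KO replicate 2 it was 1.41 and 6.08. Prkacb was called with a pseudocount of 10 (limma, adjusted p = 0.0441) and with values rescaled to library totals (limma, adjusted p = 0.0491). DESeq2 on recovered estimated counts, chosen after the data were examined, called all 3 EpdSC genes. Over the alternatives, the adjusted p of limma, edgeR and DESeq2 ran from 0.0336 to 0.261 for Bid, from 2.2e-04 to 0.171 for Endog and from 1.5e-05 to 0.0941 for Prkacb. The rise of a gene in one cell type was not seen in the other for Bid, Prkacb, Bcl2l13 and Irak3. In HFSCs, Bid had normalized counts of 0 and 31.1 in the libraries labelled Msx2-KO and 17.3 and 16.4 in WT, and Prkacb had 380.0 and 81.2 against 246 and 240.1. Endog had 162 and 0 estimated counts in the libraries labelled Msx2-KO and 1 and 1 in WT HFSCs, a rise in 1 library only. In EpdSCs, Bcl2l13 had 65.7 and 2137 normalized counts against 1499.5 and 1454, and Irak3 had 241 and 246 against 235 and 331. These differences between cell types were not tested. Bcl2l13 and Bid overlap each other, Irak3 overlaps Tmbim4, Endog overlaps Spout1 and Prkacb overlaps Gm19104, so their reads are uncertain unless strand was used in counting.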

Transcriptomic analysis of HFSCs and EpdSCs uncovered a coordinated upregulation of apoptosis-associated genes (Fig. 3C). Immunofluorescence staining demonstrated increased cleaved caspase-3 expression in KO HFSCs (Fig. 3C). A subsequent examination of late apoptosis levels using the TUNEL assay revealed a pronounced increase in TUNEL-positive cells within the matrix, bulge region, and epidermis of *Msx2*-KO mice (Fig. 3D and Fig. S3A). Hence, loss of *Msx2* disrupts the skin ECM in the HFSC compartment, resulting in weakened cell–cell adhesion and greater vulnerability to apoptosis, which may ultimately lead to the absence of club hairs.

**Fig. 3:**
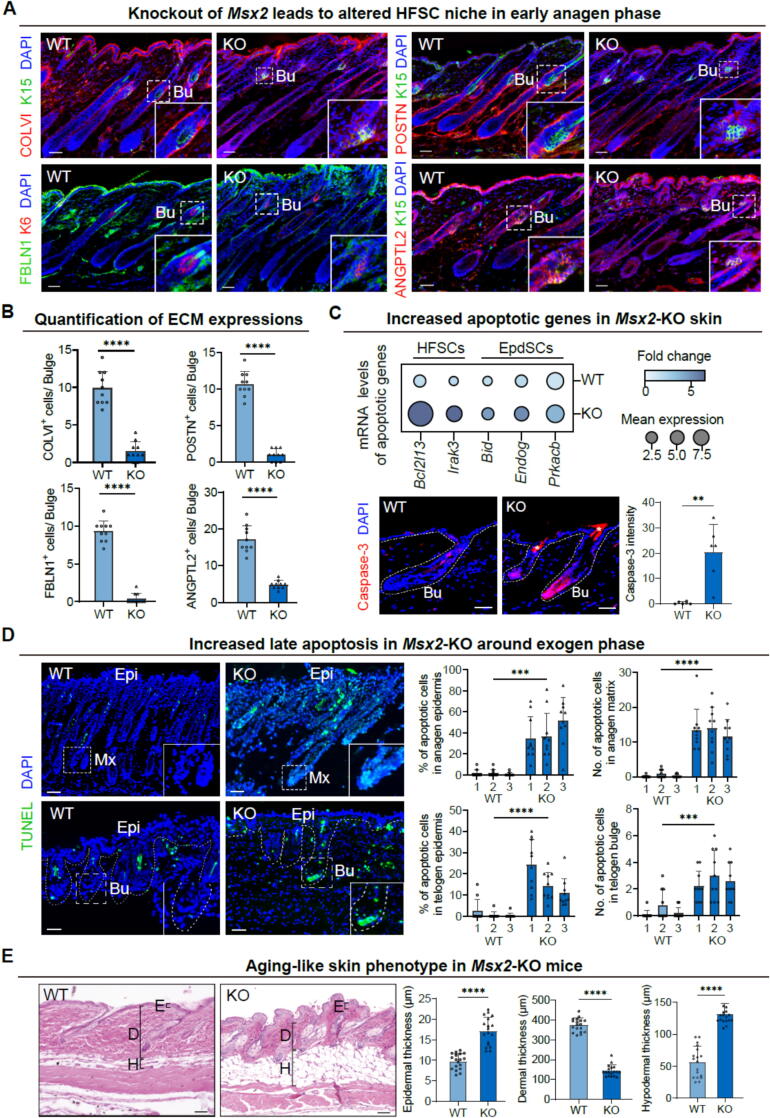
**Increased apoptosis and ECM defects in*****Msx2*****-KO mice during the anagen phase.** (A) Immunofluorescence staining shows decreased adhesion molecules in mutant bulge (Bu) regions during the early anagen. Scale bars, 30 μm. (B) Quantitative analysis of positive cells. *N* = 3, ****p < 0.0001. (C) Relative RNA expression levels of apoptotic markers identified through RNA-seq analysis (top); immunofluorescence staining of cleaved caspase-3 (lower left) with quantification of relative signal intensity (lower right). Scale bars, 30 μm. *N* = 3, **p < 0.01. Asterisks denote a nonspecific signal in the hair shaft. (D) TUNEL assay shows apoptosis in matrix (Mx), bulge (Bu), and epidermis (Epi) (left) with quantification (right). Scale bars, 30 μm. *N* = 3, ****p < 0.0001, ***p < 0.001. (E) Comparative histological analysis of telogen skin from age-, sex-, and strain-matched *Msx2*-KO and WT littermates. Scale bars, 30 μm. *N* = 3, ****p < 0.0001. E, epidermis; D, dermis; H, hypodermis.

We then analyzed histological changes in age-, sex-, and strain-matched telogen skin. Notably, *Msx2*-KO hair follicles exhibited a disorganized arrangement, accompanied by enlarged sebaceous glands and increased epidermal thickness compared to young WT littermates. Additionally, the dermal layers of young mutant skin displayed aberrant characteristics, such as reduced dermis thickness and increased hypodermal thickness (Fig. 3E). In addition, collagen IV showed disorganized distribution and decreased expression at the interface between the HG and DP in *Msx2*-KO skin [26] (Fig. S3B). These observations bear resemblance to the histological features observed in aged WT mice [27]. Research has shown that aging is associated with ECM deterioration in both mice and humans, which may be a contributing factor to the impaired hair regenerative capacity observed in older mice [28], [29]. These findings suggest that loss of *Msx2* influences cell adhesion composition, which may also play a role in age-related hair regeneration [29].

### Msx2 deficiency leads to trans-epidermal differentiation of HFSC

Following our examination of the transcriptional consequences of *Msx2* deficiency on HFSC, we systematically investigated the upregulated DEGs within the HFSC transcriptome (Fig. 2C). Our analysis uncovered a notable upregulation of genes linked to epidermal identity and differentiation, such as *Krt10*, *Krt1*, *Flg*, *Sfn* and *Krtdap* (Fig. 4A). 

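The 11 skin development genes of Fig. 4A that are reported here were higher in both libraries labelled Msx2-KO than in both WT libraries. Krt10, on chromosome 11 from 99385254 to 99389364, encodes a keratin of suprabasal epidermis and had normalized counts of 151 ± 64.0 (SD, n = 2) in WT and 5708 ± 4862 (SD, n = 2) in libraries labelled Msx2-KO. The change on the log2 scale was 5.23 (standard error 0.93, adjusted p = 0.143 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Krt1, on chromosome 15 from 101845426 to 101850794, had 80.2 ± 49.1 (SD, n = 2) in WT and 3359 ± 2802 (SD, n = 2) in libraries labelled Msx2-KO. This is a log2 fold change of 5.36 (standard error 0.98, adjusted p = 0.143 from edgeR's test). The libraries labelled Msx2-KO differed widely, with 2271 and 9146 normalized counts of Krt10. Without Msx2-KO replicate 2 the log2 fold change was 3.89 for Krt10 and 4.06 for Krt1. Flg (log2 fold change 4.66) and Krtdap (4.48) had at most 13 counts in a WT library. Sfn changed least, with a log2 fold change of 0.96. Abca12, on chromosome 1 from 71242276 to 71414910, was closer between replicates, with 27.3 ± 2.52 (SD, n = 2) in WT and 335 ± 33.6 (SD, n = 2) in libraries labelled Msx2-KO and a log2 fold change of 3.61 (standard error 0.39, adjusted p = 0.143 from edgeR's test). No gene of the list was called over all genes tested, and the genes reported had an unadjusted p under 0.05 apart from Sfn. Adjusted over the list alone, those genes but Sfn were called, in a list that the study chose on these libraries. DESeq2 also called the genes reported apart from Sfn, and its adjusted p was 3.1e-13 for Krt10. Over the other tests, scalings and filters the adjusted p of Krt10 ran up to 0.212. The set of 12 genes tested ranked higher (limma's camera, adjusted p = 7.9e-16, from 2.3e-24 to 0.0898 over the alternatives). The set test shares the limit that the genes were chosen as higher. The median log2 fold change was 4.29, and 2.47 with only genes of at least 10 counts in every library, which moved it most. Flg overlaps a pseudogene, Zfp750 overlaps Tbcd, Ybx1 has an annotated processed copy and Krt17 has close paralogs, so their reads are uncertain.

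**Figure D2:**
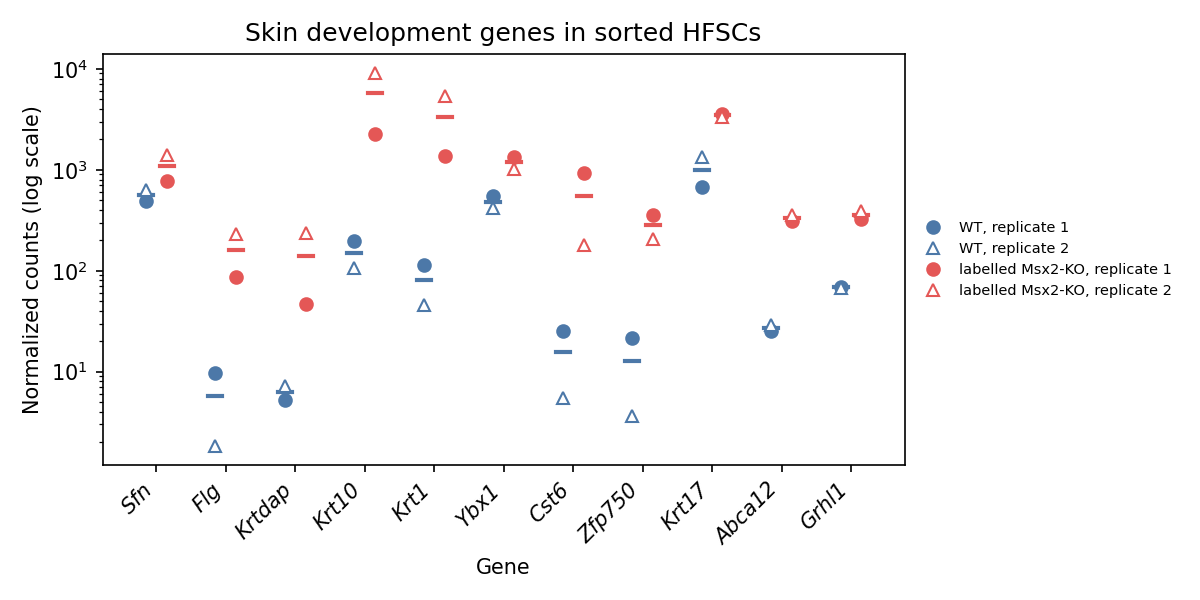
Normalized counts (vertical log axis) of the 11 skin development genes reported (horizontal axis) in each HFSC library, with circles for replicate 1, triangles for replicate 2 and a bar for the mean of the 2 libraries of a group (WT in blue, labelled Msx2-KO in red). In each gene both libraries labelled Msx2-KO lie above both WT libraries, far apart in Krt10, at 2271 and 9146, and closer in Abca12, at 311 and 358.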

Confirmation through immunofluorescence staining showed ectopic localization of K10 and K1 within the bulge region of mutant hair follicles (Fig. 4B and Fig. 4D). The persistence of these cells into the anagen phase suggested an early commitment to epidermal lineage differentiation (Fig. 4C).

**Fig. 4:**
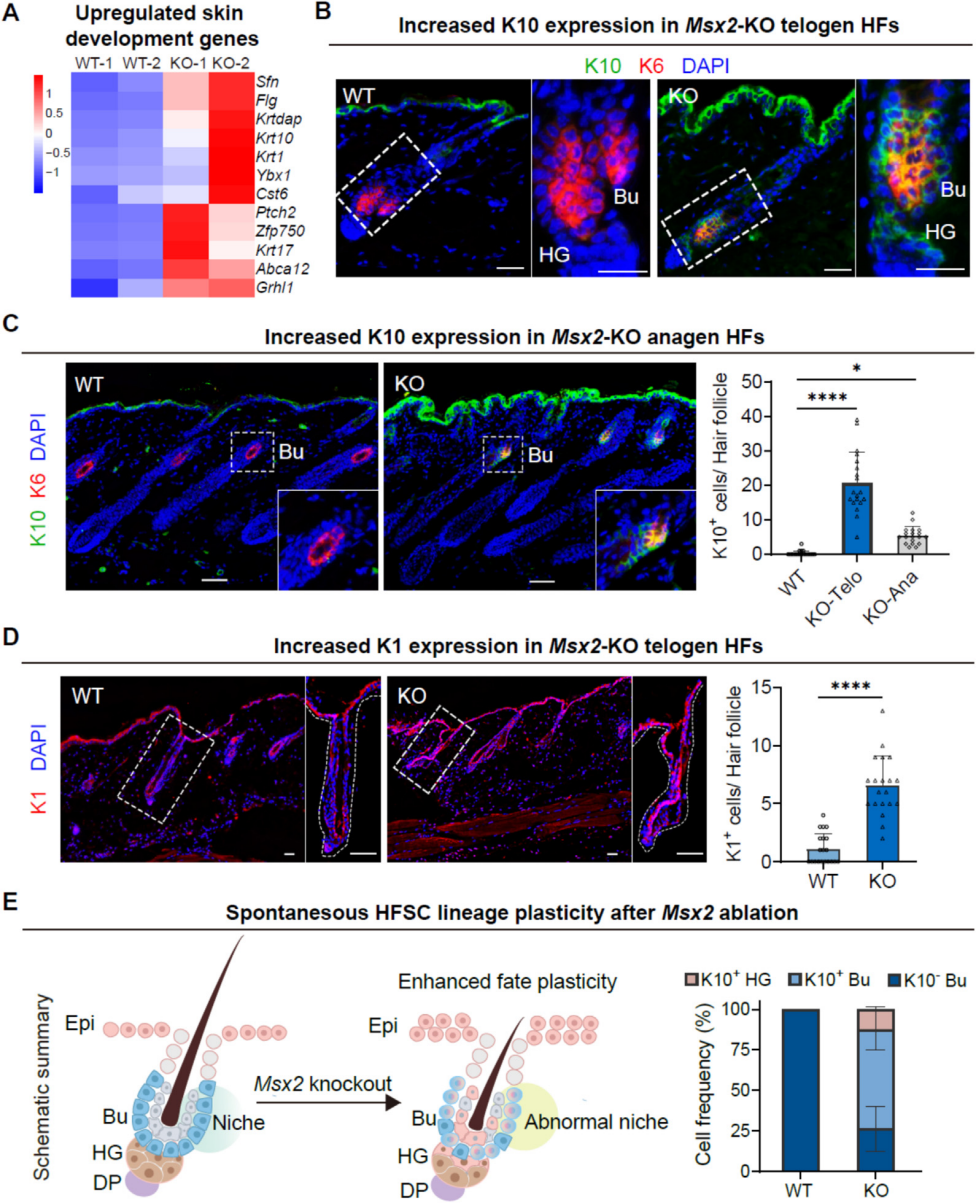
***Msx2*****loss promotes trans-epidermal HFSC differentiation.** (A) Heatmap of upregulated skin development genes as identified by RNA-seq analysis. (B) Immunofluorescence staining shows ectopic expression of K10 in *Msx2*-KO telogen bulge (Bu) and hair germ (HG). Scale bars, 30 μm. (C) Immunofluorescence staining shows ectopic expression of K10 in *Msx2*-KO anagen bulge (left) with quantification of positive cells (right). Scale bars, 30 μm. *N* = 3, ****p < 0.0001, *p < 0.05. (D) Immunofluorescence staining shows ectopic expression of K1 in *Msx2*-KO telogen HFs (left) with quantification of positive cells (right). Scale bars, 30 μm. *N* = 3, ****p < 0.0001. (E) Model of Msx2-mediated fate regulation (left) with quantification of epidermal marker cells in bulge (Bu) or hair germ (HG) compartments (right). *N* = 3. Epi, epidermis; DP, dermal papilla.

Lineage plasticity represents a hallmark of damage-induced cellular responses, endowing stem cells with the flexibility to choose their fate. This phenomenon is characterized by the concurrent expression of transcription factors typical of both new and old lineages [30]. Upon further examination, we noted a predominant co-expression of K10 and K15 in HFSCs of the *Msx2*-KO mice, accompanied by aberrant expression of K10 in HG cells (Fig. 4B and E). This observation indicates that HFSCs remain arrested in a plastic state in the absence of *Msx2*. Moreover, we observed a remarkable rise in K10 expression in the epidermis of *Msx2*-KO mice (Fig. 4B and C), coinciding with the initiation of *Msx2* expression in the epidermis from the second hair follicle cycle (Fig. S4B). Prior research has implicated COL17A1 proteolysis in the loss of HFSC commitment to epidermal keratinocytes in the context of aging [31]. However, our results indicate that the altered fate of HFSCs in *Msx2*-deficient skin is independent of *Col17a1*, as no significant expression defects were detected (Fig. S2C). These results strongly suggest that the absence of *Msx2* redirects HFSC fate decisions and accelerates transepidermal differentiation in a manner not reliant on COL17A1.

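Col17a1, on chromosome 19 from 47646344 to 47692094, had normalized counts of 20169 ± 688 (SD, n = 2) in WT and 10000.2 ± 282 (SD, n = 2) in libraries labelled Msx2-KO. The change on the log2 scale was -1.01 (standard error 0.37, adjusted p = 0.273 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and both libraries labelled Msx2-KO lay below both WT libraries. The unadjusted p was 0.0491. With single libraries left out, the log2 fold change stayed between -1.10 and -0.96. DESeq2 gave a log2 fold change of -0.98 with an adjusted p of 0.00834, past the threshold for p and short of the fold change minimum. Over the alternatives the adjusted p ran from 0.00834 to 0.293.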

To further elucidate the impact of Msx2 on epidermal differentiation, we performed RNA-seq on isolated EpdSCs from WT and *Msx2*-KO mice skin. 

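The EpdSC data comprised 4 libraries, 2 from WT and 2 from Msx2-KO mice, all 6 months old by the sample labels. By the paper's methods they were prepared and aligned as for HFSCs. The authors deposited estimated counts divided by 1 factor per library. A single count was worth 1.08 and 0.948 in the WT libraries and 1.27 and 0.674 in the libraries labelled Msx2-KO. Of the nonzero values under 1000 counts, 72.2% to 80.5% per library were whole multiples of it. Divided by these steps, the totals were 15213680 and 15479618 counts in WT and 19392544 and 21092719 in the libraries labelled Msx2-KO. Mitochondrial ribosomal RNA took 23.5% and 16.4% in WT and 0.0730% and 6.18% in the libraries labelled Msx2-KO. The deposited values were tested with limma on log2(value + 1) for the 16231 genes of the table. Msx2 had recovered counts of 54 and 90 in WT and 118 and 33 in the libraries labelled Msx2-KO, a log2 fold change of -0.27 (standard error 1.10, adjusted p = 0.865 from limma with Benjamini-Hochberg adjustment). A fall of the targeted gene was neither shown nor ruled out here either, and directions again rest on the labels. Log2 values correlated across genes, which are not independent replicates, at 0.959 between the WT libraries, 0.829 between the libraries labelled Msx2-KO and 0.561 to 0.711 between genotypes. At the thresholds used for HFSCs, 255 genes were higher and 1263 lower in the libraries labelled Msx2-KO, with a median log2 fold change of -0.64 over all genes. The groups did not overlap in 72.3% of genes, against 33.3% by chance. The choice of test moved these counts most. With edgeR on the recovered counts, chosen after the data were examined, 0 genes were called and the smallest adjusted p was 0.0604. At an unadjusted p under 0.05 and a fold change over 2, edgeR had 2637 genes higher and 2495 lower. DESeq2 on the same counts called 1930 higher and 2400 lower. The authors' deposited table has 1688 genes higher and 2208 lower past both thresholds, and 1223 of the 1518 calls made here are among them with the same direction.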

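Among called EpdSC genes with a mean of at least 100 and no overlap between the groups, the largest rises were in Rps15a-ps3, Gm10401, Gm13568, Commd1b and Gm12744, and the largest falls in Rpph1, Gm22513, Scarna10, Gm23804 and H2ac18. Both WT libraries held under 1 count of each of the 5 higher genes. Rps15a-ps3, a processed pseudogene on chromosome 4 from 150847113 to 150847507, was at least 2612-fold higher in the libraries labelled Msx2-KO. Gm10401, which overlaps Sppl3, was at least 679-fold higher and Gm13568 at least 526-fold higher. Commd1b overlaps Commd1 and was at least 425-fold higher, and Gm12744, an antisense gene, at least 306-fold higher. Rpph1, the RNA of ribonuclease P on chromosome 14 from 50807449 to 50807767, had recovered counts of 91095 and 104368 in WT and 0 and 2 in the libraries labelled Msx2-KO, where it was at least 33833-fold lower. Gm22513, a small nuclear RNA, was at least 2643-fold lower and Scarna10, a small RNA that overlaps Ncapd2, at least 1123-fold lower. Gm23804, another small nuclear RNA, had a log2 fold change of -11.62. H2ac18, a histone gene of a multigene family that overlaps other genes, had a log2 fold change of -11.33 (standard error 0.96, adjusted p = 0.0266 from limma with Benjamini-Hochberg adjustment). With a pseudocount of 0.1 the adjusted p of H2ac18 from limma was 0.0683, and over the alternatives it ran from 1.2e-24 to 0.0683. Most of the 10 are pseudogenes, small RNAs, members of gene families or overlapping genes, whose reads the authors' counting could split, so their changes are uncertain. Splitting was not tested, and it would apply to both genotypes. The falls of Rpph1 and small RNAs came with less mitochondrial ribosomal RNA, 0.0730% and 6.18% against 23.5% and 16.4% in WT. A difference in library batch or preparation between the genotypes was not tested and stays open for all EpdSC calls.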

GO enrichment analysis revealed a significant enrichment of genes involved in protein-DNA complex assembly, DNA replication, and chromatin assembly in KO EpdSCs, suggesting a heightened susceptibility to DNA damage accumulation (Fig. S4A). Moreover, *Msx2* expression in EpdSCs declined with age (Fig. S4C), consistent with reports that DNA damage can trigger differentiation as a protective mechanism [31], potentially explaining the observed enhancement in epidermal differentiation upon *Msx2* loss.

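All 62 genes of a DNA replication list were in the EpdSC table, with a median log2 fold change of 0.18 and a range from -5.53 to 3.15. The value was positive in 33 genes and negative in 29. Of 47 chromatin assembly genes, 42 were in the table, with a median of 0.32, a range from -6.39 to 4.21, 26 positive and 16 negative. Over all genes tested, 1 DNA replication gene and 2 chromatin assembly genes were called, and adjusted over the list alone 0 and 1. Ranked against all genes, both lists were higher in the libraries labelled Msx2-KO (limma's camera, adjusted p = 0.0443 for each of 2 lists). Over the alternatives the adjusted p ran from 0.0443 to 0.226 for DNA replication and from 0.0443 to 0.493 for chromatin assembly. With fry it was 0.0742 and 0.493, and with camera's estimated correlation 0.226 and 0.466, so neither call held. With values rescaled to equal library totals, which moved the median of all genes by -0.24, the median was -0.09 for DNA replication and 0.05 for chromatin assembly. Without Msx2-KO replicate 2 the median of chromatin assembly was 0.96. The Gene Ontology terms of Fig. S4A were not used here. From the enriched terms, the paper proposes that EpdSCs of Msx2-KO mice are more prone to accumulate DNA damage.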

### Msx2 modulates HFSC activation by coordinating TGF-β and Wnt signaling

In light of the disruptions observed in the HFSC niche of *Msx2*-mutant hair follicles, we sought to determine whether these alterations influenced the signaling interactions between HG and DP cells, potentially affecting HFSC activation and lineage differentiation. To explore this, we conducted a comprehensive analysis of the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways and Ingenuity Pathway Analysis (IPA) corresponding to the DEGs identified in our study. 

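Of a list of 96 components of the TGF-β pathway, 67 were tested in HFSCs. Their median log2 fold change was -0.38, with 22 positive and 45 negative. Both libraries labelled Msx2-KO lay above both WT libraries in 11 genes and below them in 29. As a set they did not rank apart from the other genes (limma's camera, adjusted p = 0.238 over 7 gene lists, from 0.0171 to 0.929 over the alternatives). They passed as lower with fry, at an adjusted p of 0.0254, and with camera under library totals in place of TMM factors, at an adjusted p of 0.0171 and a median of -1.20. Without Msx2-KO replicate 1 the median was -0.65. With edgeR no gene of the list was called over all genes tested, 17 had an unadjusted p under 0.05, and 1 was called adjusted over the list alone. The KEGG and IPA gene sets behind Fig. 5A were not used here.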

Notably, genes associated with the TGF-β signaling pathway were significantly enriched and ranked among the top-represented gene groups (Fig. 5A). 

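Bmp7, Inhbb, Tgfb2 and Tgfb3, which encode ligands of the TGF-β family, were higher in both HFSC libraries labelled Msx2-KO than in both WT libraries. Tgfb2, on chromosome 1 from 186622792 to 186705989, had normalized counts of 57.8 and 78.2 in WT and 385 and 161 in libraries labelled Msx2-KO. On the log2 scale it changed by 2.01 (standard error 0.60, adjusted p = 0.188 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Tgfb3, on chromosome 12 from 86056745 to 86079041, had 128 ± 11.5 (SD, n = 2) in WT and 353 ± 100.2 (SD, n = 2) in libraries labelled Msx2-KO, a log2 fold change of 1.46 (standard error 0.36, adjusted p = 0.143 from edgeR's test). Tgfb3 overlaps Ttll5, so its reads are uncertain unless strand was used. The log2 fold change was 1.34 for Bmp7 and 1.62 for Inhbb. None was called over all genes tested or adjusted over the list alone, and 3 had an unadjusted p under 0.05, all but Inhbb. The median log2 fold change of the 4 was 1.54, and 0.77 with library totals in place of TMM factors. As a set they ranked higher (limma's camera, adjusted p = 8.0e-04, from 1.8e-04 to 0.174 over the alternatives). The study chose the 4 genes as higher from data that include these libraries, so the set test is not independent evidence.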

Concurrently, several hallmark genes of the TGF-β pathway were found to be upregulated in mutant hair follicles (Fig. 5B). Prior research has underscored the critical role of the TGF-β signaling pathway in HFSC activation, particularly by facilitating the crosstalk between HG and DP during the transition from telogen to anagen [32].

**Fig. 5:**
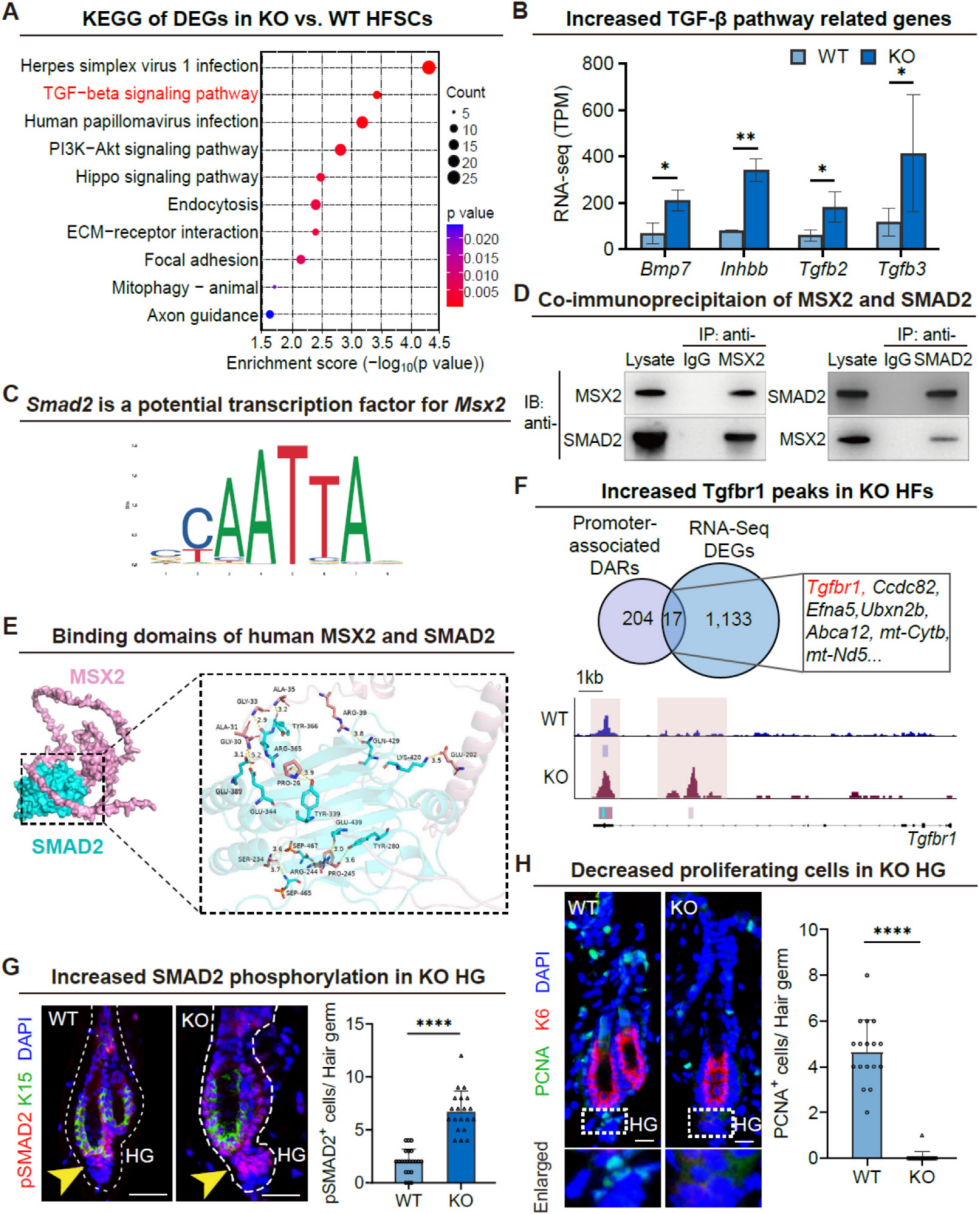
**Msx2 regulates HFSC activation and fate specification.** (A) KEGG pathway analysis shows the enrichment of TGF-β signaling pathway genes among DEGs. (B) Relative RNA expression levels of TGF-β pathway genes identified through RNA-seq analysis. *N* = 2, **p < 0.01, *p < 0.05. (C) Predicted *Smad2* binding sites in *Msx2* promoter. (D) Co-IP assays demonstrate a specific protein–protein interaction between MSX2 and SMAD2 in keratinocytes. (E) PyMOL modeling displays molecular docking between MSX2 and SMAD2. (F) Overlap between active promoter-associated differentially accessible regions (DARs) identified by ATAC-seq and DEGs from RNA-seq (top); representative example of chromatin accessibility at the *Tgfbr1* locus (bottom). (G) Immunofluorescence staining (left) with quantification (right) of pSMAD2 in telogen hair germ (HG). Scale bars, 30 μm. *N* = 3, ****p < 0.0001. (H) Immunofluorescence staining (left) with quantification (right) of PCNA in telogen HG. Scale bars, 30 μm. *N* = 3, ****p < 0.0001.

To investigate whether TGF-β signaling directly regulates Msx2, we utilized the Animal Transcription Factor Database (AnimalTFDB) v4.0 [33] and performed transcription factor binding site prediction to identify candidate regulators of the *Msx2* promoter. This analysis revealed potential binding sites for Smad family members, including Smad2 and its common mediator Smad4 (Fig. 5C). In addition, the JASPAR database predicted a highly confident binding site for Smad2 with Msx2, with a confidence level surpassing 97 %. Co-IP assays confirmed a physical interaction between MSX2 and SMAD2 proteins [15] (Fig. 5D), and molecular docking analysis revealed their likely binding domains (Fig. 5E).

To further determine how *Msx2* deletion affects chromatin dynamics, we performed ATAC-Seq on HFSCs from WT and KO mice. 

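The HFSC libraries give the RNA side of genes that Fig. 5F names, while chromatin accessibility was not analysed here. Tgfbr1, on chromosome 4 from 47353222 to 47414931, had normalized counts of 134 ± 1.17 (SD, n = 2) in WT and 17.7 ± 10.4 (SD, n = 2) in libraries labelled Msx2-KO. Its adjusted p was 0.171 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and with single libraries left out its log2 fold change stayed between -3.67 and -2.41. Efna5, on chromosome 17 from 62604184 to 62881317, had 659 ± 84.7 (SD, n = 2) in WT and 226 ± 12.3 (SD, n = 2) in libraries labelled Msx2-KO, a log2 fold change of -1.54 (standard error 0.25, adjusted p = 0.143 from edgeR's test). Ccdc82 had a log2 fold change of -1.74. Ubxn2b had 0 and 0 estimated counts in the libraries labelled Msx2-KO against 88 and 33 in WT. It was at least 23.3-fold lower if only counting error is allowed for. Losses of genes weaken that bound. Of 2270 protein-coding genes with a mean of 50 to 100 normalized counts in WT, 58 were at 0 in both libraries labelled Msx2-KO. The mitochondrial genes mt-Cytb (log2 fold change 2.38) and mt-Nd5 (2.40), the latter overlapping mt-Nd6, were higher in libraries that also held more mitochondrial ribosomal RNA. None of these genes was called over all genes tested. DESeq2 called Efna5, Ubxn2b, mt-Cytb and mt-Nd5, and limma-trend called Ccdc82, Efna5 and Ubxn2b.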

Among the DEGs, we identified 17 overlapping active promoter-associated differentially accessible regions (DARs), including a peak in the TGF-β1 receptor (*Tgfbr1*) locus that was enriched in KO mice (Fig. 5F). The genomic distribution of ATAC-seq peaks revealed that a substantial proportion were located in intergenic regions (Fig. S5C). Immunofluorescence staining results indicated that the phosphorylation of SMAD2 (pSMAD2), induced by TGF-β1 receptor signaling, was greatly accumulated in the HGs of mutants (Fig. 5G), consistent with premature SMAD2 activation and exacerbated TGF-β signaling prior to anagen onset.

Moreover, we noticed that promoter-associated DARs at inactive genes, suggesting repressive promoters, are genes involved in the β-catenin destruction complex and Wnt signalosome (Fig. S5D). LEF1, a canonical Wnt effector [34], was downregulated in both DP and HG compartments during telogen and anagen phases in *Msx2*-deficient HFs (Fig. S5A and Fig. S5B), suggesting impaired Wnt signaling. Consistently, proliferating cell nuclear antigen (PCNA) staining showed a significant reduction of proliferative cells in the mutant HG, indicative of HFSC quiescence (Fig. 5H).

Our results demonstrate that Msx2 functions as a critical modulator of HFSC activation by orchestrating the balance between TGF-β and Wnt signaling pathways. Loss of *Msx2* leads to increased chromatin accessibility at the *Tgfbr1* locus, elevated pSMAD2 levels in the HG, and upregulation of TGF-β signaling activity, suggesting that Msx2 constrains or fine-tunes TGF-β pathway activation during early telogen. Concurrently, Wnt signaling is dampened, as evidenced by reduced LEF1 expression and altered chromatin accessibility, contributing to the failure of HFSCs to exit quiescence. This dual dysregulation is accompanied by reduced HFSC proliferation and failure to initiate anagen, suggesting that Msx2 promotes HFSC activation by both limiting excessive TGF-β signaling and supporting Wnt-driven regenerative cues. Together, these findings position *Msx2* as a key transcriptional regulator that balances antagonistic cues to ensure timely HFSC activation and proper hair follicle regeneration.

### Msx2 modulates keratinocyte cytoskeletal organization, cell proliferation, and differentiation through the TGF-β signaling pathway

The TGF-β signaling pathway plays a crucial role in mediating EMT and remodeling of the ECM, processes that can enhance cancer cell invasion and metastasis [35]. Keratinocytes have been identified as a primary source of TGF-β1 in the epidermis [36]. Given our prior findings that *Msx2* deficiency results in heightened TGF-β signaling *in vivo*, we hypothesized that Msx2 may act as a suppressor of TGF-β1 expression in keratinocytes, thereby modulating downstream signaling and cellular behaviors.

To validate this hypothesis, we first assessed the expression levels of TGF-β1 in keratinocytes overexpressing *Msx2* (Fig. S6A). Consistent with our hypothesis, we observed a marked reduction in TGF-β1 levels (Fig. 6A and Fig. S6B), accompanied by diminished phosphorylation of SMAD2 (Fig. 6B and Fig. S6C). Bulk RNA-seq of *Msx2*-overexpressing cells revealed enrichment of genes involved in epithelial organization, skin development, and cell–cell adhesion (Fig. 6C). Notably, this included downregulation of TGF-β signaling components and upregulation of Wnt pathway genes, further supporting our earlier mechanistic findings (Fig. 6C).

**Fig. 6:**
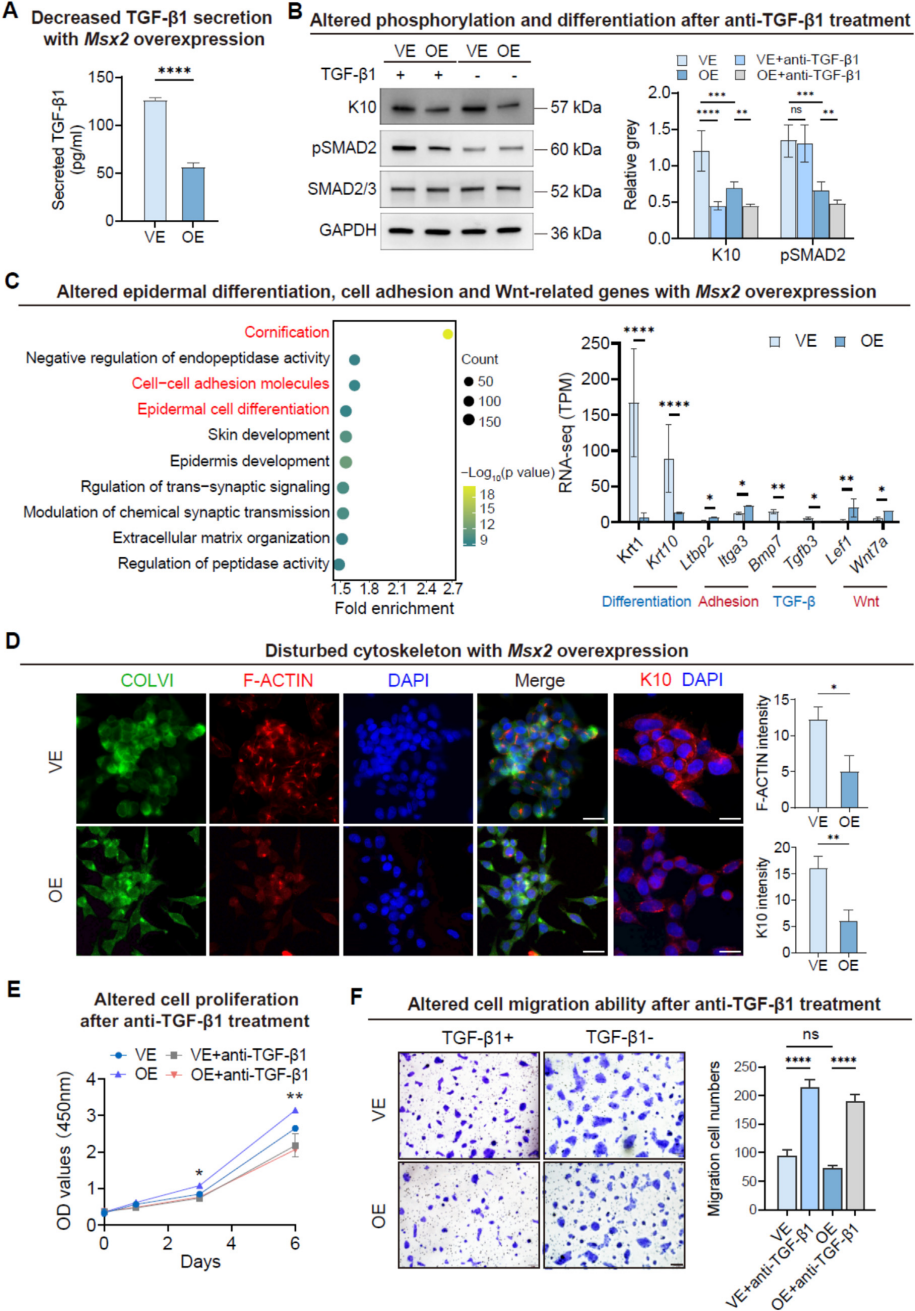
**Msx2 modulates cytoskeletal organization, proliferation, and differentiation via TGF-β signaling.** (A) ELISA analysis of TGF-β1 secretion from control (VE) and *Msx2*-overexpressing (OE) cells. *N* = 3, ****p < 0.0001. (B) Western blot (left) and statistical analysis (right) of indicated proteins in VE, OE, and TGF-β1-neutralized cells. *N* = 3, ****p < 0.0001, ***p < 0.001, **p < 0.01; ns, not significant. (C) KEGG analysis (left) and relative RNA expression levels of DEGs identified through RNA-seq analysis (right). *N* = 3, ****p < 0.0001, **p < 0.01, *p < 0.05. (D) Immunofluorescence staining (left) with quantification (right) of relative fluorescence intensity of cytoskeleton and differentiation markers. Scale bars, 50 μm. *N* = 3, **p < 0.01, *p < 0.05. (E) Proliferation assays with TGF-β1 neutralization. *N* = 3, **p < 0.01, *p < 0.05. (F) Transwell assays (left) and statistical analysis (right) comparing migration abilities in VE, OE, and TGF-β1-neutralized cells. Scale bars, 1 mm*. N* = 3, ****p < 0.0001; ns, not significant.

Additionally, the expression of the differentiation marker K10 was decreased (Fig. 6B–D), and cytoskeletal architecture appeared disrupted in *Msx2*-overexpressing cells (Fig. 6D). To determine whether TGF-β1 signaling contributes to the induction of cellular differentiation, we introduced a neutralizing antibody against TGF-β1 in normal cells. Blocking TGF-β1 resulted in significantly reduced SMAD2 phosphorylation and attenuated epidermal differentiation, mimicking the effect of *Msx2* overexpression (Fig. 6B and D). These findings suggest that Msx2 modulates keratinocyte differentiation, at least in part, through attenuation of autocrine TGF-β1 signaling.

Subsequently, we evaluated the proliferation and migration capabilities of cells in the different experimental groups. Proliferation assays indicated that Msx2 sustains a higher cell division rate in keratinocytes (Fig. 6E); however, neutralization of TGF-β1 resulted in decreased proliferation rates but enhanced cellular mobility (Fig. 6F), indicating possible changes in ECM adhesion dynamics. Collectively, these findings suggest that Msx2 promotes HFSC differentiation during hair follicle regeneration, while also regulating ECM organization and proliferative capacity via the TGF-β/Smad2 signaling axis.

## Discussion

In this study, we identify Msx2 as a key regulator of hair follicle cycling, particularly during the exogen phase. *Msx2*, predominantly expressed in HG and bulge cells, is essential for maintaining niche integrity and hair anchorage. Loss of *Msx2* results in cyclic alopecia, accompanied by defective expression of adhesion molecules and ECM components, leading to an impaired HFSC niche and premature detachment of the older bulge and club hair. Although HFSC identity remains intact, *Msx2* deficiency induces aberrant activation and trans-epidermal differentiation, as evidenced by upregulation of K10 and K1 and elevated apoptosis within the bulge. Transcriptomic analysis revealed overactivation of the TGF-β signaling pathway, characterized by increased SMAD2 phosphorylation during early telogen. Mechanistically, MSX2 physically interacts with SMAD2, as demonstrated by Co-IP and in vitro validation, implicating it in the modulation of TGF-β-driven differentiation and adhesion maintenance. Concurrently, suppression of Wnt signaling in KO hair follicles may further compromise HFSC quiescence and niche stability, collectively contributing to impaired regenerative capacity.

Exogen depends on its epithelial microenvironment, where the shedding of club hairs is regulated by complex molecular interactions [4]. Before shedding, the loosened exogen hair may be passively retained for a period, a phenomenon that bears similarities to the desquamation of terminally differentiated corneocytes from the stratum corneum [5]. Here, we employed RNAscope and RNA-Seq analyses to identify the dynamic expression profile of *Msx2* in hair follicles, confirming its critical role in anchoring the bulge. Mechanistically, our analyses revealed changes in ECM components (COLVI, POSTN, FBLN-1, and ANGPTL2) surrounding the HFSC niche, leading to weakened intercellular connections in *Msx2*-KO mice during the telogen and exogen phases. These modifications may promote fiber release through terminal differentiation or proteolytic cleavage [7]. Our findings highlight the intricate molecular processes governing hair shedding and the critical role of the epithelial microenvironment in exogen.

Prior studies have identified bulge structure defects in various mouse models, such as *Foxc1*-cKO and *Lhx2*-cKO mice, as well as aged mice [21], [37]. While Sox9, Lhx2, and Foxc1 preserve HFSC identity and quiescence via distinct mechanisms, our findings highlight Msx2 as a niche modulator that maintains HFSC homeostasis by sustaining cell–ECM adhesion, rather than directly governing stemness. Specifically, *Sox9* regulates the Wnt/BMP signaling balance, *Lhx2* maintains stem cell potential through chromatin remodeling, and *Foxc1* reinforces niche signaling by activating *Nfatc1* during the telogen-to-anagen transition [20], [37], [38]. Whether Msx2 shares regulatory features with these factors or operates through tissue-specific mechanisms remains to be further investigated. Moreover, COLVI is abundantly expressed in the telogen bulge region [39], yet restoring individual ECM components appears insufficient to rescue hair growth [25]. These findings underscore the necessity of coordinated niche architecture and signaling for sustaining long-term follicular stability.

Lineage plasticity has emerged as a pivotal feature of the stem cell stress response [20], [30]. More specifically, HFSCs are primarily responsible for promoting hair growth; however, a subset of these quiescent HFSCs can undergo trans-epidermal differentiation in response to tissue injury, transforming into epidermal keratinocytes. This ability highlights their role in epidermal regeneration and wound healing [30]. Previously, alterations in the proteolysis of COL17A1 have been shown to induce physiological aging in HFSCs, leading to the loss of stemness characteristics and commitment to terminal epidermal differentiation [31]. Recent research has demonstrated that local retinoic acid signaling is transiently diminished in HFSCs when niche architecture is compromised, enhancing lineage plasticity and promoting fate shifts via cues such as Wnt and BMP [30]. In our study, *Msx2*-KO bulge cells exhibited a shift toward epidermal lineage, marked by increased K10 and reduced LEF1 expression. Pathway analyses illustrate pronounced alterations in both Wnt/β-catenin and TGF-β pathways within *Msx2*-KO hair follicles. Notably, similar changes in these pathways have also been reported in AGA patients [40]. During the telogen-to-anagen transition, both Wnt and TGF-β signaling pathways are key regulators that modulate BMP thresholds [32]. Exogenous TGF-β1 injections or overexpression of active TGF-β1 inhibit entry into anagen [41]. *In vitro* studies have reported that DP cells from the scalps of patients with AGA secrete paracrine factors, including TGF-β1, which regulate hair follicle keratinocyte activity [42]. Consistently, elevated TGF-β1 protein levels in balding scalp regions have been associated with early DP vascular degeneration and hair follicle miniaturization [43]. In line with these findings, *Msx2* overexpression in our model inhibited TGF-β/Smad signaling, suppressed epidermal differentiation, and partially restored LEF1 expression, suggesting that TGF-β signaling may antagonize Wnt activity to promote epidermal fate. Although this indicates potential crosstalk between the TGF-β and Wnt pathways, direct evidence linking Wnt inhibition to epidermal specification remains limited. An important consideration is whether exogenous TGF-β supplementation could rescue the ECM defects and defective anchoring phenotype observed in *Msx2*-deficient follicles. However, both our data and prior reports indicate that TGF-β signaling is already elevated under *Msx2* deficiency and that excess TGF-β activity suppresses anagen initiation and contributes to follicle miniaturization in AGA. Thus, additional TGF-β input is unlikely to normalize ECM deposition and may instead exacerbate follicular instability. A more promising therapeutic approach may lie in restoring balanced TGF-β/Smad2 signaling. Future studies employing genetic or pharmacologic perturbation of TGF-β1/Smad2, coupled with single-cell transcriptomics and lineage tracing, will be required to directly test whether normalization of this pathway can re-establish ECM organization and stabilize hair anchoring.

In skin, Msx2 has been shown to support epithelial competency during WIHN [13]. Our findings suggest that ectopic expression of epidermal markers in mutant HFSCs reflects a shift toward trans-epidermal differentiation. The proximity of the anagen bulge to the epidermis implies that HFSCs lacking *Msx2* fail to differentiate into hair follicles, instead adopting markers indicative of epidermal differentiation. This transition leads to their development into keratinized corneocytes that migrate towards the skin surface for eventual desquamation, resulting in progressive hair follicle miniaturization, thinning hair, and consequent hair loss. Consistent with previous studies, these observations suggest that the regulation of epidermal differentiation and desquamation may involve processes similar to those observed in the maturation and shedding of club fibers [8]. Specifically, the proteolysis of cell adhesion structures plays a crucial role in desquamation by reducing cell–cell adhesion, thereby facilitating the shedding of corneocytes. Clinically, conditions such as severe dandruff and seborrheic dermatitis, which exhibit alterations in epidermal desquamation, are often associated with changes in hair shedding [44]. Therefore, the role of Msx2 in regulating both exogen and epidermal differentiation warrants further investigation. Future investigations employing follicular epithelial-specific *Msx2*-KO models will be instrumental in delineating its cell type–specific functions. Complementary *Msx2* overexpression models can further illuminate its role in modulating the balance between epidermal and follicular lineage commitment. These approaches will deepen our understanding of Msx2 in regulating HFSC fate decisions and its impact on hair follicle maintenance and disorders like AGA.

## Conclusion

Our study reveals Msx2 as a central regulator of the exogen phase, safeguarding HFSC niche integrity, maintaining bulge architecture, and coordinating lineage commitment during hair follicle regeneration. By modulating the balance between TGF-β and Wnt signaling, Msx2 ensures proper HFSC activation and prevents premature epidermal differentiation and hair shedding. These findings not only deepen mechanistic insight into the cellular and molecular orchestration of the hair cycle but also implicate *Msx2* dysfunction in the pathogenesis of hair loss disorders, positioning it as a promising therapeutic target for regenerative dermatology.

## Compliance with ethics requirement

All animal procedures were conducted in accordance with protocol #9473 approved by the Institutional Animal Care and Utilization Committee (IACUC) of the University of Southern California (USC, Los Angeles, CA, USA).

## Declaration of competing interest

The authors declare that they have no known competing financial interests or personal relationships that could have appeared to influence the work reported in this paper.

# Supplementary material for: Roles of Msx2 in exogen control: modulating the stem cell niche during the transition from hair shedding to regeneration
**Source:** J Adv Res. 2025 Sep 23;84:345–59. doi: 10.1016/j.jare.2025.09.040

**A****scRNA-seq analysis of normal bulge cells**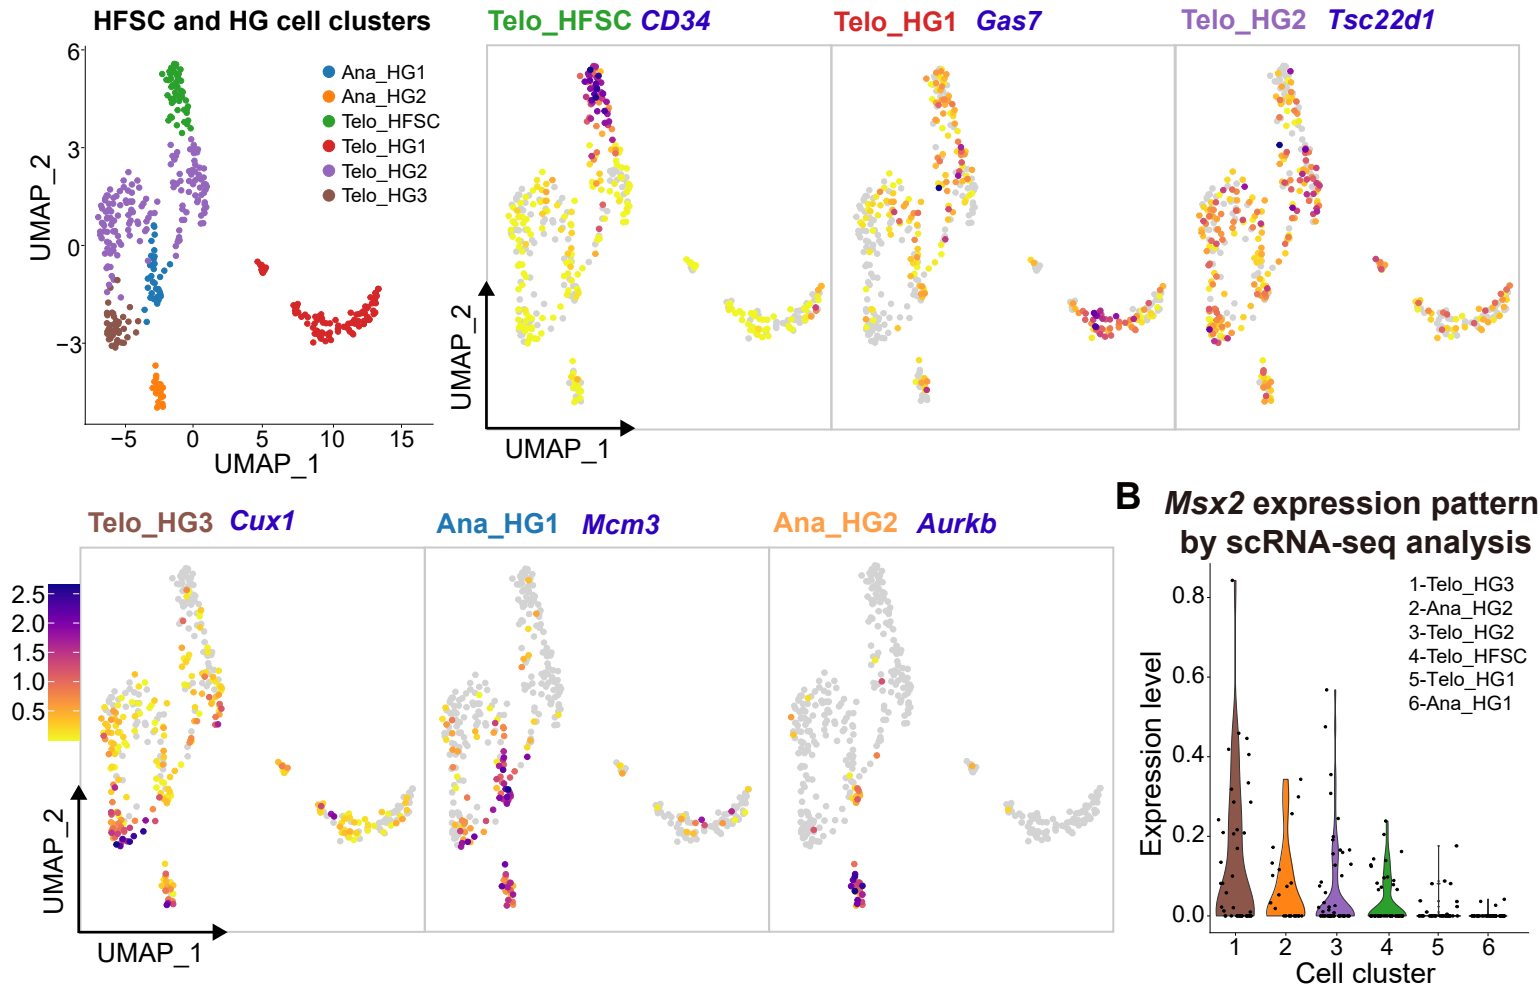**C*****Msx2*-KO mice shows cyclic alopecia phenotype**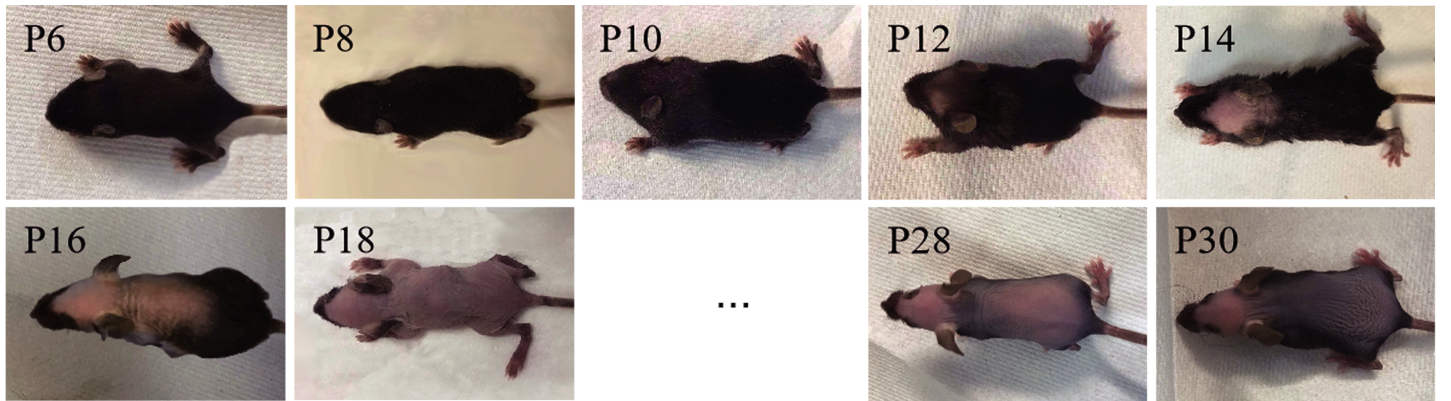**D****Normal FOXC1 expression in *Msx2*-KO HF**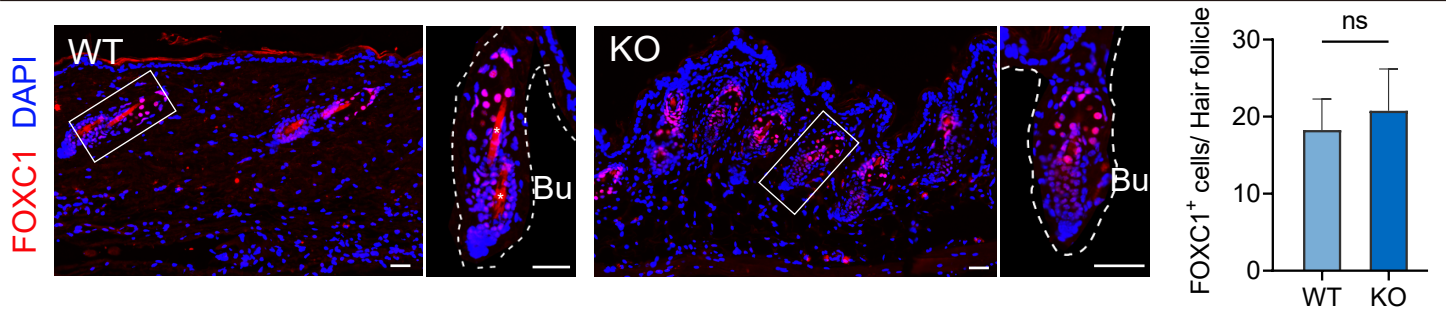

**Supplement:** Supplementary Data 1

# Supplementary material for: Roles of Msx2 in exogen control: modulating the stem cell niche during the transition from hair shedding to regeneration
**Source:** J Adv Res. 2025 Sep 23;84:345–59. doi: 10.1016/j.jare.2025.09.040

**A** **Cell sorting strategy to purify HFSCs and EpdSCs from telogen stage**

HFSC: Sca-1 negative → CD34<sup>Hi</sup>; α6<sup>Hi</sup>  
EpdSC: Sca-1 positive → CD34<sup>low</sup>; α6<sup>Hi</sup>

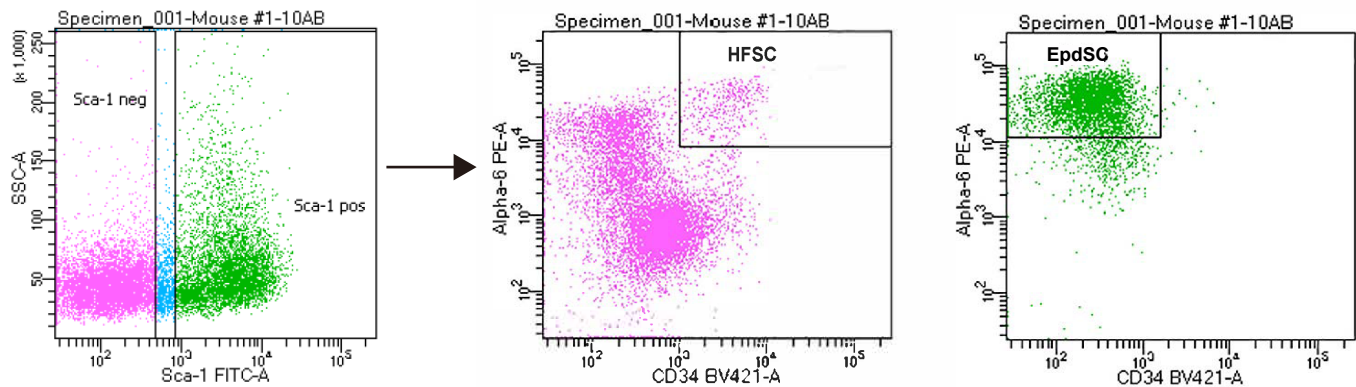

**B** **Bulge HFSCs maintain HFSC lineage identity at expression levels in *Msx2*-KO mice**

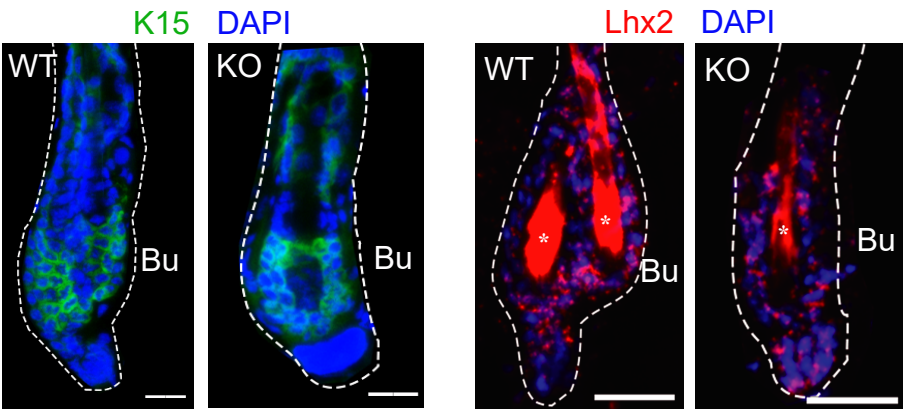

**C** **Heatmap of HFSC markers**

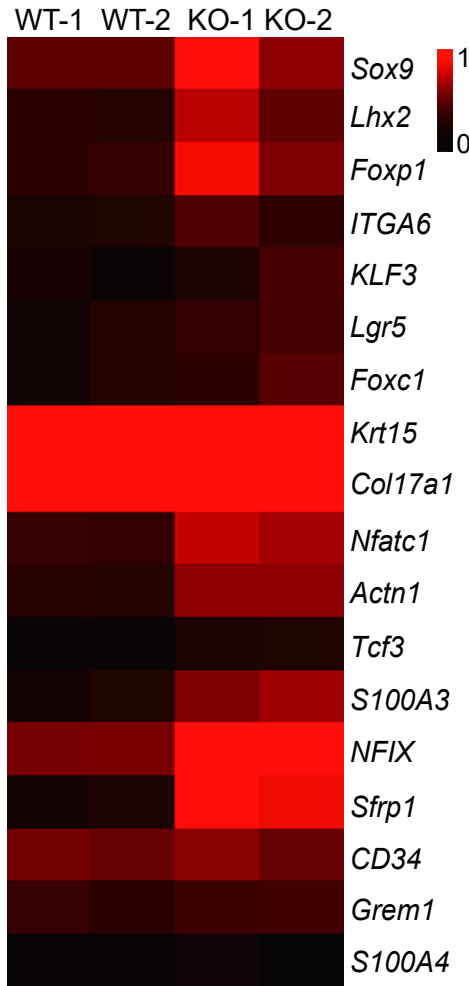

**D** **Percentage of HFSCs and EpdSCs in WT vs. *Msx2*-KO mice**

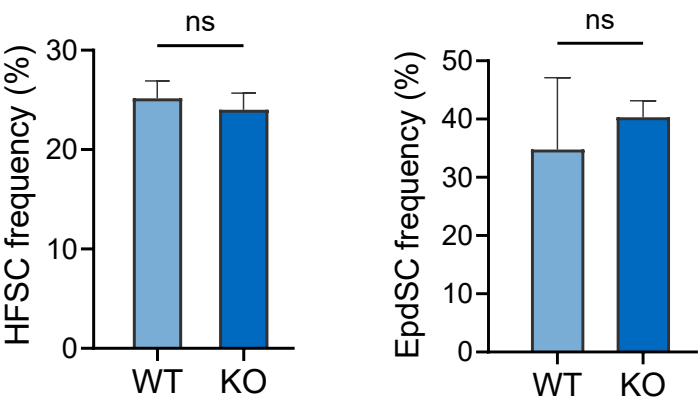

**Supplement:** Supplementary Data 2

# Supplementary material for: Roles of Msx2 in exogen control: modulating the stem cell niche during the transition from hair shedding to regeneration
**Source:** J Adv Res. 2025 Sep 23;84:345–59. doi: 10.1016/j.jare.2025.09.040

**A****TUNEL positive control treated with DNase I**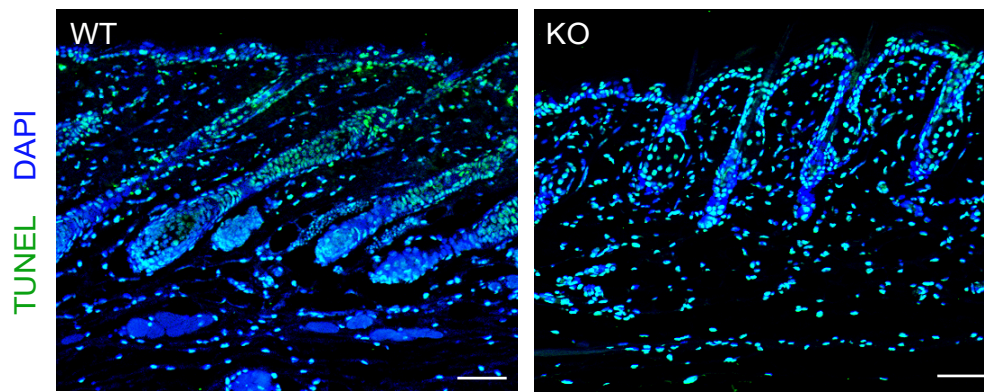**B****Disrupted ECM structure and HG-DP interface in *Msx2*-KO skin**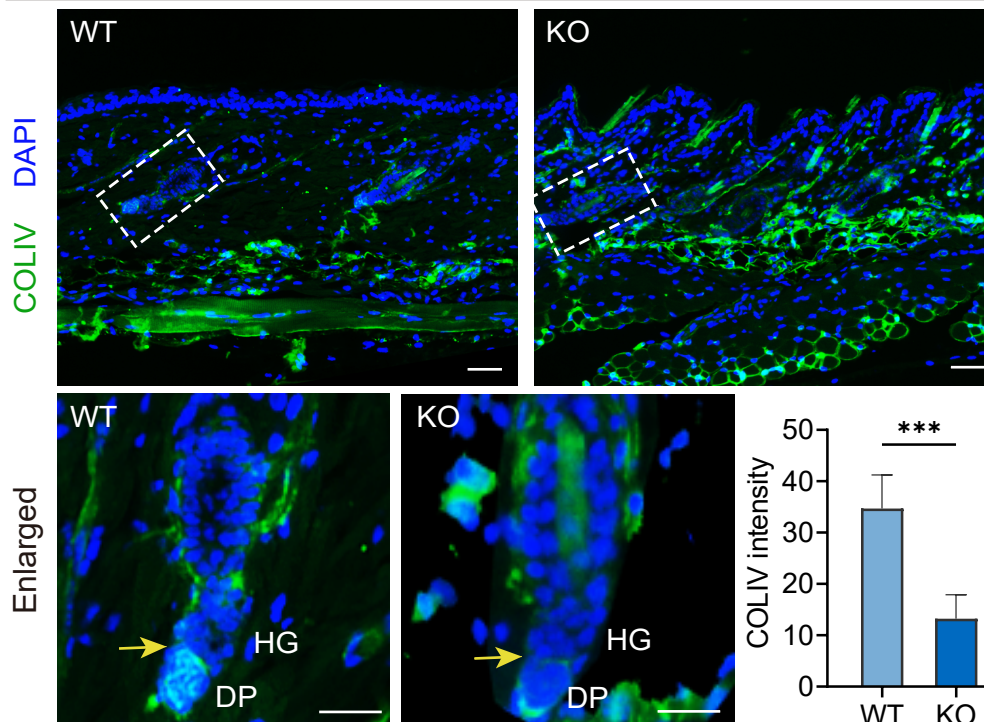

**Supplement:** Supplementary Data 3

# Supplementary material for: Roles of Msx2 in exogen control: modulating the stem cell niche during the transition from hair shedding to regeneration
**Source:** J Adv Res. 2025 Sep 23;84:345–59. doi: 10.1016/j.jare.2025.09.040

### Gene Ontology analysis of DEGs in EpdSCs from *Msx2*-KO vs. WT skin

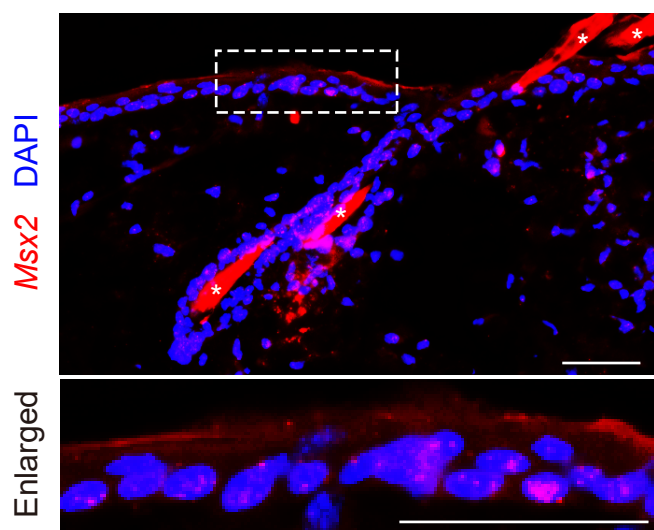

**C** *Msx2* is downregulated in aging EpdSCs

| Gene        | Fold<br>change<br>(2yrs/2mths) | EpdSC<br>2mths<br>(RPKM) | EpdSC<br>2yrs<br>(RPKM) |
|-------------|--------------------------------|--------------------------|-------------------------|
| <i>Msx2</i> | -2.1875                        | 6.2236                   | 2.8451                  |

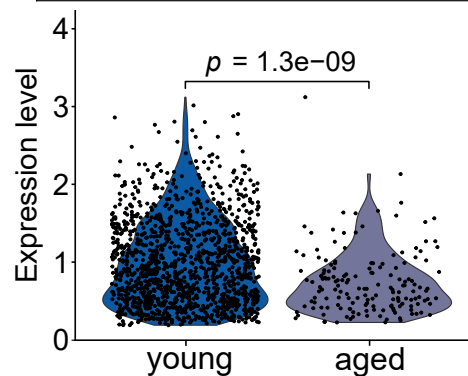

**Supplement:** Supplementary Data 4

# Supplementary material for: Roles of Msx2 in exogen control: modulating the stem cell niche during the transition from hair shedding to regeneration
**Source:** J Adv Res. 2025 Sep 23;84:345–59. doi: 10.1016/j.jare.2025.09.040

**A****Decreased LEF1 expression in *Msx2*-KO HF**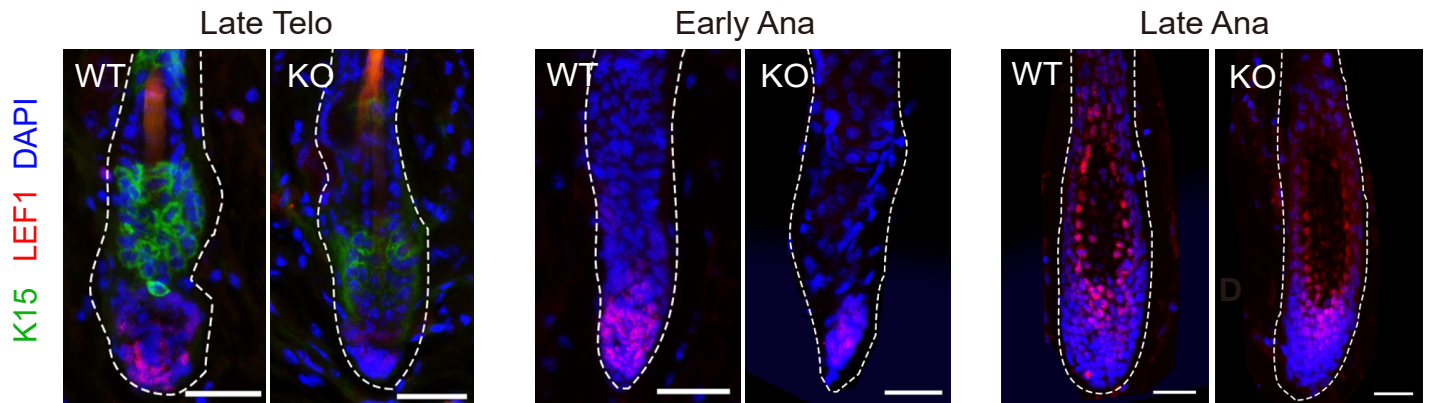**B****Relative quantification**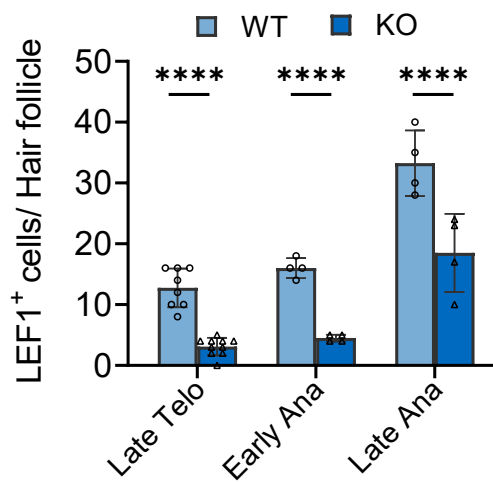**C****DAR peaks are enriched as distal intergenic**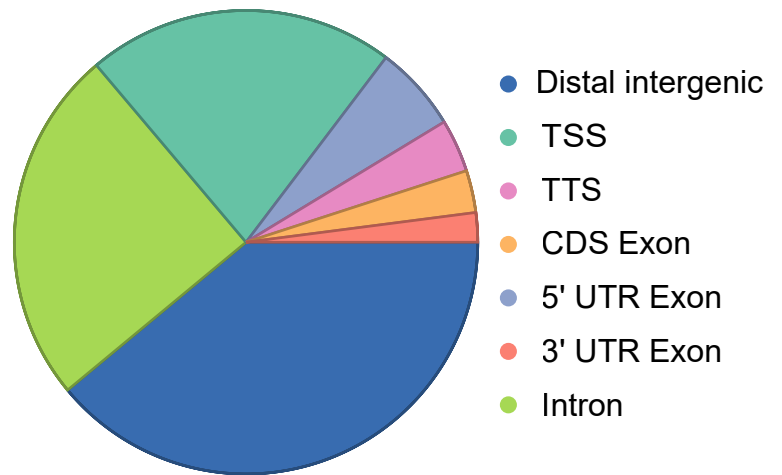**D****Wnt/ $\beta$ -catenin pathway is enriched in repress promoters**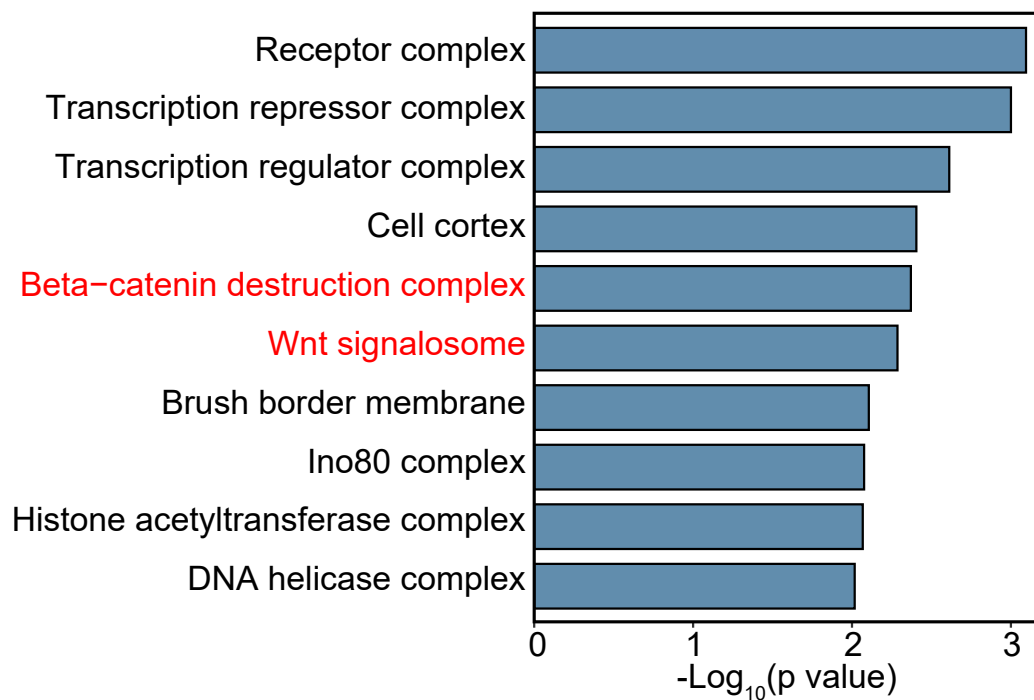

**Supplement:** Supplementary Data 5

How the deposited data were processed for this re-analysis (not part of the article)

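The data comprised bulk RNA-seq of sorted mouse skin cells, with 2 WT and 2 Msx2-KO libraries of HFSCs and 2 WT and 2 Msx2-KO libraries of EpdSCs. Conditions were taken from the sample labels, in which the WT HFSC mice were 2 months old and all other mice 6 months. Of the columns with values per library, the number not mapped to a condition was 0. Each cell type was analysed on its own, because the libraries of HFSCs and EpdSCs were deposited as separate tables in different units.

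The authors made stranded total RNA libraries, aligned reads with STAR in Partek Flow and counted them on GENCODE genes of GRCm38/mm10. Whether strand was used in counting is not named in the paper's text. For HFSCs the authors deposited estimated counts per gene without normalization. Of all nonzero values in a library, 66.0% to 82.6% were whole and the others fractions of split reads. For EpdSCs the deposited unit was a normalized signal, estimated counts that the authors had divided by 1 factor per library, after a filter on low genes whose rule the paper's text does not name. The value of a single count was 1.08 and 0.948 in the WT libraries and 1.27 and 0.674 in the libraries labelled Msx2-KO. The authors also deposited their comparisons of the genotypes, with p-values and FDR values from the DESeq2 model of Partek's gene-specific analysis. Their log2 values were deposited as the log2 of the ratio of the fitted means, Msx2-KO over WT. The ratio itself was deposited by the authors on the linear scale. A further column of the authors gave a signed fold change as a score, equal to the ratio above 1 and to minus its inverse below 1. The authors' HFSC comparison held sums and means over 6 libraries and only genes past their FDR threshold, and their EpdSC comparison covered 4 libraries. These comparisons were used to count shared calls and directions and for the authors' values of Postn, Angptl2, Cd34 and Grem1.

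HFSC counts were rounded, scaled by TMM and tested with edgeR 4.0.16 (quasi-likelihood) on the 14422 genes that passed its filter on low counts. EpdSC values were tested with limma 3.58.1 on log2(value + 1), since they were normalized when deposited. All 16231 genes of that table were tested, and the prior spread was common to all genes. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute fold change over 2, in both cell types. Normalized HFSC counts were scaled to 5626627.5 counts per library. R 4.3.3 was used for the tests and Python 3.11.15 with matplotlib 3.10.9 for the figures. Both designs were tested on simulated data with 200 genes changed 8-fold. At a dispersion of 0.05, limma on log2 values called 197 changed genes and 4 unchanged genes of 15258, and at a dispersion of 0.5 it called 0 of either.

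Gene lists were compared with limma's camera at a preset correlation of 0.01 between genes, with fry and with camera at an estimated correlation, and adjusted within families. The families held 7 HFSC lists, 2 EpdSC lists, 9 marker lists in HFSCs and 10 in EpdSCs. Lists of the paper's genes were copied from its figures. Set tests are not independent evidence where the study chose the genes of a list for their change in data that include these libraries. Lists of cell-substrate adhesion, TGF-β components, DNA replication and chromatin assembly and marker lists were written from general knowledge. The marker lists were for fibroblasts, endothelial cells and pericytes, immune cells, melanocytes, suprabasal epidermis, interfollicular basal epidermis and infundibulum, sebaceous gland, hair germ, muscle, erythrocytes and cycling cells. The hair germ list shares genes with the paper's, among them Lef1, Msx2 and Lhx2, and the infundibulum list shares Cst6, and the fibroblast list shares 6 collagens with the adhesion list and Dcn and Fbn1 with the TGF-β components. The genes named were the genes of the lists copied from the paper, apart from 1 that is not reported here, and, in each cell type, the 5 largest rises and 5 largest falls among called genes with non-overlapping groups and a mean of at least 100. The rule gave no further HFSC genes, since no HFSC gene was called. Single genes of the marker lists were named after their values were seen.

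The alternatives for HFSCs were DESeq2 1.42.0, RLE factors, library totals, leaving out mitochondrial and ribosomal RNA genes, no filter on low counts, a minimum of 10 counts in every library, a replicate block, limma-trend with a prior count of 3, other thresholds and set tests, and each library left out. For EpdSCs they were pseudocounts of 0.1 and 10 in place of 1, a mean of at least 10, library totals, the same genes left out, the block, the other thresholds and set tests, and each library left out. Beside the settings described above, 16 were tried for HFSCs and 20 for EpdSCs. The tests, thresholds, gene lists, rule for named genes and alternatives were chosen before the data were examined, apart from 6 EpdSC settings. Those 6, chosen after, were TMM rescaling, a mean-variance trend in limma, edgeR or DESeq2 on counts recovered by division by the value of a single count, and a correction for transcript length and GC content in 2 versions. The choice of limma for normalized values was part of the plan. With 2 libraries per group no other splits of the samples were counted and no test for outlying libraries was run, and fits without a library give values only.

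Estimated counts per library ranged from 3132954 to 11016652 in HFSCs and, as recovered, from 15213680 to 21092719 in EpdSCs. A gene with 0 counts could have up to 3 counts at this depth, which is 1.84 to 5.46 normalized counts in HFSCs and 2.02 to 3.82 in EpdSCs. The share of mitochondrial ribosomal RNA had a Wilson 95% interval from 8.91% to 8.97% in WT HFSC replicate 1 and similarly narrow ones in the other libraries. These limits and intervals cover counting error only, because reads without molecular identifiers are not independent molecules. The libraries of a group differed by far more than counting error, with a chi-square per degree of freedom of 85.2 in WT HFSCs, 73.2 in HFSCs labelled Msx2-KO, 41.2 in WT EpdSCs and 585 in EpdSCs labelled Msx2-KO. The paper's ATAC-seq and single-cell data and the Gene Ontology, KEGG and IPA gene sets were not used here.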

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

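The tests of library depth and of epidermal RNA in this part were set down before their results were seen, and the other tests were chosen after. In HFSCs the mice differed in age as well as genotype, 2 months in WT and 6 months in Msx2-KO, so an effect of age stays open for every HFSC pattern and was not tested. No list comparison between HFSCs and EpdSCs was tested for the difference itself. Msx2 RNA, at low counts, showed no clear fall or rise in the libraries labelled Msx2-KO of either cell type. It therefore does not tell whether labels were swapped in a cell type. A swap was not tested and stays open. The paper's staining of Msx2-KO skin had the same directions as the HFSC labels for niche proteins, K10 and K1. For K10 in the epidermis it had the opposite direction to the EpdSC labels. The labels name no library batch, but their library numbers lie in separate ranges for the 2 genotypes in each cell type, so a difference in batch would run along with genotype. The library numbers of the HFSC libraries labelled Msx2-KO and of the WT EpdSC libraries follow each other. A batch shared by these libraries would give opposite directions between genotypes in the cell types. No difference in batch was tested, so batch stays open for every pattern of this part.

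Sebaceous gland markers, which the paper does not discuss as a group, were higher in the HFSC libraries labelled Msx2-KO. Of the 18 genes of the list, 15 were tested, and all 15 had both libraries labelled Msx2-KO above both WT libraries. The median log2 fold change was 4.20, or 3.80 with genes absent from a group at their bound (limma's camera, adjusted p = 6.1e-24 over 9 lists, 0.0218 with fry and 0.0624 with the estimated correlation). With edgeR's quasi-likelihood test no gene of the list was called over all genes tested, while DESeq2 called at least Cidea. With single libraries left out the median stayed between 3.75 and 4.58. Scd1 had 99.1 and 111 normalized counts in WT and 5492 and 4276 in libraries labelled Msx2-KO, and Elovl6 had 108 and 158 against 3154 and 2196. Of the 15 genes tested, 1, Cidea, is named by the paper. A lower share of HFSCs that raises every other cell type alike is argued against by the fibroblast markers, whose median was -0.53 and whose upper quartile of 1.06 lay below the lower quartile of the sebaceous gland markers, 3.51. Normalization alone is argued against by the lowest median over the scalings, 3.54 with library totals, and depth by a median of 4.03 with all libraries thinned to 3132954 counts. RNA from sebaceous gland cells in the sorted samples and expression of these genes by the HFSCs themselves cannot be told apart, since the rise in both libraries of 100% of the 14 tested genes that the paper does not name is the pattern itself and would follow from either. Scd3, too low to be tested, had estimated counts of 5 and 2 in WT and 0 and 0 in the libraries labelled Msx2-KO and is an exception. Reads shared between paralogs were not tested.

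Cycling cell markers, which the paper does not discuss as a group for these data, were also higher. Of 19 genes tested, 19 had a positive log2 fold change, with a median of 3.22, and 15 had both libraries labelled Msx2-KO above both WT libraries (limma's camera, adjusted p = 5.0e-14, 8.0e-04 with fry and 0.0624 with the estimated correlation). With edgeR's quasi-likelihood test no gene was called over all genes tested, while DESeq2 and the replicate block called at least Kif11. With single libraries left out the median stayed between 3.07 and 3.66. Mki67 had 143 and 220.1 normalized counts in WT and 2361 and 1330.4 in libraries labelled Msx2-KO, and Cenpf had 45.8 and 72.8 against 385 and 611. Kif11 and Ccna2 of this list are also named by the paper. The lowest median over the scalings was 2.16, with library totals, and with all libraries thinned to the lowest total it was 3.13, which argues against normalization and against depth as the whole cause. More cycling HFSCs, cycling cells of another type in the sort and the difference in age were not tested and stay open.

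Suprabasal epidermis markers moved in opposite directions in the cell types, with a median log2 fold change of 3.24 over 15 genes in HFSCs and -2.91 over 19 genes in EpdSCs, or -2.52 with genes absent from a group at their bound. The skin development genes of Fig. 4A, which share Krt1, Krt10, Flg and Krtdap with them, had medians of 4.29 and -2.55. In HFSCs 10 of the suprabasal markers had both libraries labelled Msx2-KO above both WT libraries and 1, Calml3, had both below (limma's camera, adjusted p = 4.7e-08, 0.180 with fry and 0.348 with the estimated correlation). In EpdSCs 13 of 19 lay below and 0 above, and 4 were called (limma's camera, adjusted p = 0.00910 over 10 lists, 0.0676 with fry and 0.898 with the estimated correlation). Krt10 had 196 and 105 normalized counts in WT HFSCs and 2271 and 9146 in HFSCs labelled Msx2-KO, and 158740 and 107937 against 16336 and 30738 in EpdSCs. Without Msx2-KO replicate 2 the HFSC median was 1.82, and without the others it ran from 3.54 to 3.97. In EpdSCs it ran from -3.0 to -2.34. Normalization alone is argued against by the lowest HFSC median over the scalings, 2.35, and by EpdSC medians of -2.84 with TMM rescaling, the highest over the rescalings in limma, -2.49 with DESeq2 and -2.36 with edgeR on the recovered counts. A pseudocount of 10, which reduces the change of low genes, gave -1.67. For RNA of differentiated epidermal cells in the HFSC samples, the share was set from Krt10 at its level in WT EpdSCs. It was 7.11% and 30.9% of the RNA. Krt10 was lower in EpdSCs labelled Msx2-KO, so these shares hold for the WT reference only. The median ratio of observed to expected rise was then 2.63, with a range from 0.850 to 41.1. It covers the 15 other genes of both lists with an expected rise over their WT level. Krt1, Krtdap, Sfn, Cst6, Zfp750, Abca12 and Grhl1 of these are in Fig. 4A, whose genes the study chose as higher. Krt1, Krt77, Krtdap, Dsg1a and Sfn, picked after their values were seen, lay between 0.850 and 1.04. Other genes rose more than RNA of WT EpdSCs would give. Those cells were sorted as epidermal stem cells, and levels in differentiated cells were not measured. Lor, at 41.1, had only 42.2 and 29.4 normalized counts there, and 0 and 123 in HFSCs labelled Msx2-KO. Ratios above 1 therefore do not argue against RNA of differentiated cells. RNA of differentiated epidermal cells and expression by the HFSCs themselves cannot be told apart. The expected levels also come from EpdSC libraries that the authors normalized separately.

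Other lists also differed in direction between the cell types. The library medians of the HFSC signature genes moved in opposite directions, with median log2 fold changes of -0.56 in HFSCs and 0.23 in EpdSCs. The values were -0.38 and -0.016 for the TGF-β components, -0.53 and 1.48 for the fibroblast markers, -0.35 and -0.81 for the endothelial and pericyte markers, and -0.24 and 0.32 for the hair germ markers. For the TGF-β components in EpdSCs and the endothelial markers in HFSCs, the sign of this median is not the direction of the library medians, so their difference in direction rests on the way the list is summarised. The EpdSC median of the hair germ markers was -0.28 without Msx2-KO replicate 1 and 1.05 without Msx2-KO replicate 2, and their HFSC median -0.38 without WT replicate 2. The HFSC median of the fibroblast markers was -1.14 without Msx2-KO replicate 1 and -1.23 without Msx2-KO replicate 2. That of the endothelial markers changed sign, to 0.08 without WT replicate 1 and 0.18 without Msx2-KO replicate 2. In EpdSCs it was 0 without WT replicate 2. The HFSC median of the endothelial markers was -4.38 without the filter on low counts and -1.38 with the replicate block. It was 0.69 with at least 10 counts in every library. In the same order, the HFSC median of the fibroblast markers was -1.42, -1.20 and -1.06. None of these marker lists passed with limma's camera in either cell type, with adjusted p-values of 0.815 and 0.453 for fibroblasts, 0.925 and 0.894 for endothelial cells and 0.918 and 0.539 for hair germ. With fry the adjusted p was 0.0602, 0.0398 and 0.180 in HFSCs, in the same order. No technical explanation was tested for these lists.

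Of the 68 genes named by the paper and tested in both cell types, 21 had non-overlapping groups in opposite directions and 13 in the same direction, 30.9% and 19.1%. Among all 13151 genes tested in both cell types 16.5% were opposite and 21.0% the same, and unrelated directions at the same rates in each cell type would give 17.6% and 20.0%. With no difference between the groups in either cell type, chance gives 5.56% opposite. Postn, Fbln1, Itga6, Lgr5, Krt15, Cyp26b1, Ccdc3, Rora, Tgfbr1, Trim2 and Smad4 were lower in HFSCs and higher in EpdSCs labelled Msx2-KO. Sfn, Flg, Krt10, Krt1, Cst6, Krt17, Abca12, Grhl1, Reep6 and mt-Nd5 were higher in HFSCs and lower in EpdSCs. The study chose part of these genes for their change in HFSCs, and the WT mice differed in age between the cell types, so neither group of genes is a random draw. No explanation was tested for the single genes.

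Mitochondrial ribosomal RNA took at least 49.4% of the counts in the HFSC libraries labelled Msx2-KO, and 8.94% and 36.3% in WT. Other mitochondrial RNA took 7.17% and 8.86% against 1.57% and 4.57%. The ratio of ribosomal to other mitochondrial RNA was 6.89 and 6.01 against 5.71 and 7.94, so that its mean, Msx2-KO over WT, was 0.945. This argues against uneven removal of ribosomal RNA as the whole cause. More mitochondrial RNA in these cells, a loss of other RNA during sorting or library preparation, and age stay open and were not tested.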

How the results depend on the processing

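Settings chosen after the data were examined are named as such. Under other settings, changes of a list are given as they stand, and the median of all genes moved by -0.86 with library totals, -0.51 with the replicate block and -0.32 with limma-trend in HFSCs. In EpdSCs it moved by -0.24 with library totals, 0.14 with a pseudocount of 10, 0.36 with edgeR and 0.24 with DESeq2 on the recovered counts.

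The HFSC counts of differentially expressed genes, 0 higher and 0 lower, stayed at 0 with RLE factors, without mitochondrial and ribosomal RNA genes, without the filter on low counts and without a minimum fold change. With DESeq2 there were 330 genes higher and 360 lower, with library totals 16 genes higher and 35 lower, with limma-trend 158 genes higher and 1249 lower, and with at least 10 counts in every library 2 genes higher and 0 lower. At an unadjusted p there were 724 genes higher and 1757 lower. All 51 genes called with library totals were also called by DESeq2. DESeq2 gave no adjusted p to 1678 genes. The cause of the different counts was not tested, but on simulated counts at a dispersion of 0.5 edgeR made no call and DESeq2 did.

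The EpdSC counts, 255 higher and 1263 lower, were 162 genes higher and 949 lower with a pseudocount of 0.1, 619 genes higher and 1354 lower with a pseudocount of 10, 234 genes higher and 1018 lower with a mean of at least 10 and 279 genes higher and 1102 lower with library totals. At an unadjusted p they were 1974 higher and 3752 lower. Among settings chosen after the data were examined, TMM rescaling gave 368 genes higher and 1121 lower, a mean-variance trend 684 genes higher and 1448 lower, edgeR on the recovered counts 0 genes higher and 0 lower and DESeq2 on the recovered counts 1930 genes higher and 2400 lower. More genes were lower than higher in every setting that made calls, with shares of higher genes from 14.0% to 44.6%. With each library's trends in transcript length and GC content and its mean taken out there were 280 higher and 721 lower.

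With the replicate number as a replicate block there were 145 genes higher and 86 lower in HFSCs and 178 genes higher and 1093 lower in EpdSCs. Libraries with the same number did not vary together, with correlations of deviations of -0.0550 in HFSCs and -0.0380 in EpdSCs, so the numbers do not pair the samples and these counts are given only for completeness. With the block, the median of the immune markers in HFSCs was -0.81 and the log2 fold change of Msx2 was 0.015. In EpdSCs DNA replication and chromatin assembly genes, with medians of 0.18 and 0.32, did not pass camera there.

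The camera calls of the HFSC lists did not hold with an estimated correlation between genes, at which limma's camera gave adjusted p-values of 0.203 for the niche genes, 0.204 for the signature genes, 0.0898 for the skin development genes and 0.174 for both the TGF-β genes of Fig. 5B and the adhesion genes. With fry the TGF-β components passed, at an adjusted p of 0.0254. Camera no longer passed for the signature genes with RLE factors (median log2 fold change -0.52), without the filter on low counts (-0.61) and with limma-trend (-0.54), or for the adhesion genes without the filter (-0.67) and with limma-trend (-0.72). It passed for the TGF-β components with library totals (-1.20). The median of the late exogen genes, 0.69, changed sign with library totals (-0.10) and with at least 10 counts in every library (-1.69, limma's camera, adjusted p = 0.0170 as lower, from 0.0170 to 0.595 over the alternatives), a filter that leaves fewer genes. The niche, skin development and Fig. 5B genes kept their direction in every setting. Other causes were not tested.

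In EpdSCs the camera call of both lists was lost in several settings. With fry the adjusted p was 0.0742 for DNA replication and 0.493 for chromatin assembly, and with the estimated correlation in camera 0.226 and 0.466. The medians in settings where limma's camera did not pass were 0.18 and 0.31 with a pseudocount of 10, 0.18 and 0.32 with a mean of at least 10, and, on the recovered counts, 0.33 and 0.54 with edgeR and 0.23 and 0.47 with DESeq2. With library totals they were -0.089 and 0.052, so DNA replication changed sign. The cause was not tested.

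Across fits that each left out 1 library, medians ran from -2.62 without Msx2-KO replicate 2 to -1.25 without Msx2-KO replicate 1 for the niche genes, from -0.64 to -0.55 for the signature genes, from 3.55 to 4.52 for the skin development genes and from 0.29 without Msx2-KO replicate 1 to 0.93 without Msx2-KO replicate 2 for the late exogen genes. They ran from 1.38 to 1.84 for the Fig. 5B genes, from -0.65 without Msx2-KO replicate 1 to -0.35 for the TGF-β components, from -0.79 to -0.47 for the adhesion genes, from 0.16 to 0.23 for DNA replication and from 0.17 without Msx2-KO replicate 1 to 0.96 without Msx2-KO replicate 2 for chromatin assembly. These fits leave a group of 1 library and give no p. Fits without a library gave no counts of calls.

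In HFSCs, with library totals, the log2 fold change changed sign for Tcf3 (-0.73), Nfix (-0.72), Sfrp1 (-2.9e-05), Lef1 (-0.58) and Col4a2 (-0.61). Msx2 was at 0.0023 with limma-trend. With at least 10 counts in every library the median of the endothelial markers was 0.69 and that of the infundibulum markers -0.19. Without the filter on low counts it was -0.11 for the infundibulum markers and -5.14 for the immune markers, and without mitochondrial and ribosomal RNA genes -2.51 for the immune markers. In EpdSCs, with a mean of at least 10, edgeR and DESeq2 in turn, medians were 0.018, 0.24 and 0.23 for the endothelial markers and 0.14, 0.16 and 0.080 for the sebaceous gland markers. With edgeR and DESeq2 they were 0.68 and 0.45 for the melanocyte markers, and the log2 fold change of Msx2 was 0.17 and 0.23. Filters change the genes in a list, and other causes were not tested.

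Of the results for single genes and marker lists under the other settings, 806 kept their direction and side of the threshold, 66 passed it where they had not, 21 no longer passed and 23 changed sign, as given above. With single libraries left out, 322 moved by less than the spread between replicates and 102 by more. The depth limits genes with few counts. In EpdSCs a pseudocount raised from 0.1 to 10 reduces the change of low genes, and in HFSCs genes at 0 counts in a group allow only a lower bound.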

Differences from the paper's values

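No test of a cause was run for this part, and no setting in it was chosen because of the paper's values.

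The paper reports 563 upregulated and 587 downregulated genes in Msx2-KO HFSCs, against 0 higher and 0 lower here on the 4 libraries. Of the alternatives set before the data were examined, only the unadjusted p, with 724 genes higher, came within 1.5 times the paper's 563. None came within 1.5 times the paper's 587, and none reached both. DESeq2 called 330 genes higher and 360 lower, limma-trend 158 and 1249, library totals 16 and 35, the replicate block 145 and 86, and at least 10 counts in every library 2 and 0. RLE factors, leaving out mitochondrial and ribosomal RNA genes, no filter on low counts and no minimum fold change gave 0 and 0.

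For Postn the paper's log2 fold change is about -2.2 in Fig. 2E, read by eye, against -1.24 here, or -2.37 as a signed linear fold change. For Angptl2 the paper's value is about -2.2 in Fig. 2E, read by eye, against -1.23 here, or -2.34 as a signed linear fold change. The authors' deposited table gives a log2 ratio of -1.17 for Postn and -1.16 for Angptl2, and signed fold changes of -2.25 and -2.23. The log2 fold changes of the other 5 genes of Fig. 2E lay within the error of the values read from it, so the paper's values match a linear scale for these 2 genes only. Of the alternatives set before the data were examined, library totals gave -2.12 for Postn and -2.18 for Angptl2, near the paper's values, and no other did, but with library totals each of the other 5 genes of Fig. 2E then differed from the value read from it.

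The paper's Fig. S2C shows most HFSC signature genes at higher levels in the KO columns, while 14 of 17 tested here had a negative log2 fold change, with a median of -0.56. The paper states an upregulation of TGF-β signaling in KO mice. The 4 genes of its Fig. 5B were all higher in both HFSC libraries labelled Msx2-KO, with a median log2 fold change of 1.54. The study chose these 4 genes as higher from data that include these libraries. The list of TGF-β components had a median of -0.38 and did not pass (limma's camera, adjusted p = 0.238, from 0.0171 to 0.929), and Tgfbr1, at whose locus the paper finds more open chromatin, had a log2 fold change of -2.92. The paper states fewer proliferating cells in the hair germ of Msx2-KO mice, by PCNA staining, while the cycling cell markers had a median log2 fold change of 3.22 in the sorted HFSCs and Pcna one of 1.30 (standard error 1.30), with normalized counts of 17.8 and 208 in the libraries labelled Msx2-KO and 40.6 and 50.9 in WT.

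Genes that the paper gives as differentially expressed and that were not called here were called by other settings. DESeq2 called Col6a2, Postn, Ltbp2, Krt10, Krt1, Flg, Krtdap, Ybx1, Cst6, Zfp750, Krt17, Abca12, Grhl1, Cyp26b1, Trim2, Lmo7, Slc16a1, Kif11, Reep6, Cidea, Efna5, Ubxn2b, mt-Cytb and mt-Nd5. Limma-trend called Krt10, Krt1, Abca12, Grhl1, Cyp26b1, Trim2, Lmo7, Ccdc82, Efna5 and Ubxn2b, and library totals called Cyp26b1. The replicate block called Col6a1, Col6a2, Ltbp2, Krt10, Krt1, Cst6, Zfp750, Krt17, Abca12, Cyp26b1, Lmo7, Slc16a1 and Kif11. No setting that adjusts p called Fbln1, Angptl2, Itga3, Bcl2l13, Irak3, Bmp7, Inhbb, Tgfb2, Tgfb3, Tgfbr1, Rora, Ccdc3, Ccna2, Sfn or Defb1. At an unadjusted p under 0.05 and a fold change over 2, all genes of this paragraph passed in HFSCs but Itga3, Inhbb, Defb1, Sfn, mt-Cytb and mt-Nd5. In EpdSCs, Prkacb was called with a pseudocount of 10 and with library totals, and with a mean-variance trend in limma, chosen after seeing the values. DESeq2 on the recovered counts, also chosen after seeing the values, called Bid, Endog and Prkacb.

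The paper states a rise of K10 in the epidermis of Msx2-KO mice, while Krt10 RNA had a log2 fold change of -2.55 in EpdSCs (standard error 0.60, adjusted p = 0.0807 from limma). DESeq2 on the recovered counts, chosen after seeing the values, called it lower. The paper's statement rests on staining of skin, while the RNA is of sorted cells.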

Other observations

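In this part the tests of detection depth and of random losses of genes were set down before their results were seen, and the other tests were chosen after. A difference in library batch would run along with genotype in both cell types, was not tested and stays open for every pattern.

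The HFSC libraries labelled Msx2-KO detected fewer genes than the WT libraries. With the counts on nuclear protein-coding genes thinned to 1497299 in each library, 15120 and 14159 protein-coding genes were detected in WT and 9404 and 11311 in the libraries labelled Msx2-KO. The smallest difference between a WT library and a library labelled Msx2-KO was 2848 genes, which argues against depth as the whole cause. For random losses from few starting molecules, 793 genes were at 0 in both libraries labelled Msx2-KO where independent losses would give 614, a ratio of 1.29 over 10295 genes. The ratio rose from 1.18 in genes with the lowest WT levels to 32.9 in those with the highest, so random losses and genes shut off in these cells cannot be told apart from these counts. A loss of genes in fewer starting cells stays open.

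The HFSC libraries labelled Msx2-KO also differed from each other across all genes. Across the 324 genes with a mean of at least 1000 normalized counts their Pearson r was 0.814, with 0.892 between the WT libraries and 0.0764 to 0.329 between a WT library and a library labelled Msx2-KO. Genes are not independent replicates, and this is a value across genes. A difference that is small in abundant genes is consistent with random losses from few starting molecules, while a mix of cells that differs between the sorts was not tested.

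The fall of the niche genes of Fig. 2E may have come from less fibroblast RNA in the sorted samples. In the WT libraries Col1a1 and Col1a2 together were 1.41% of the 7 niche genes together, of which Postn is the largest part, but 1.88% of Postn, 90.4% of Fbln1 and, as a median over the 7 genes, 49.3%. The collagens Col1a1, Col1a2 and Col5a2, picked after their values were seen, were themselves lower in both libraries labelled Msx2-KO, with log2 fold changes of -1.26, -1.53 and -1.63. Against this, 4 of the 9 fibroblast markers tested had a positive log2 fold change, of which Igfbp4, with 211 and 229 normalized counts in WT and 1083 and 485 in libraries labelled Msx2-KO, was higher in both, and others were low already in WT, such as Pdgfra with 18.8 and 5.46 and Mgp with 9.76 and 3.64. How much of each niche gene fibroblasts would bring was not measured, so less fibroblast RNA and lower expression in HFSCs cannot be told apart for these genes. For the adhesion genes, dilution of HFSCs by other cells would lower them as far as the HFSC signature genes. The 69 that the paper does not name had a median 0.22 above that of the signature genes (95% bootstrap interval from -0.32 to 0.63, 2000 draws), so dilution and lower expression cannot be told apart for them. Age was not tested.

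In EpdSCs mitochondrial ribosomal RNA was lower in the libraries labelled Msx2-KO. Its ratio to other mitochondrial RNA was 10.4 and 8.44 in WT and 0.0144 and 3.04 in the libraries labelled Msx2-KO, whose mean was 0.162 of that in WT. Uneven removal of ribosomal RNA is a candidate explanation.

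More EpdSC genes were lower than higher. A bias with transcript length or GC content was tested on the 97.7% of genes with both values, whose log2 fold changes had a Spearman rho of 0.0159 with length and -0.127 with GC content across genes. In a first version of the correction, which also set the mean of each library to 0, 59.0% of calls held, 895 of 1518, with 280 higher and 721 lower and a median over all genes of 0.20. Removing the mean moves the balance of higher and lower genes by itself, so this version decides nothing about it. A second version, written after that result was seen, kept the mean, and 89.1% of calls held, 1352 of 1518, with 250 higher and 1240 lower and a median of -0.66. Only the second version bears on that balance, and it argues against these trends as the whole cause. Normalization alone is argued against by the other scalings in the same limma test, under which at most 24.7% of calls were higher, with TMM rescaling, chosen after the data were examined. With edgeR on the recovered counts, also chosen after, which changes the test and the genes tested too, the unadjusted p gave 2637 genes higher and 2495 lower, so the balance depends on the test.

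Other marker lists were compared too. In HFSCs the immune markers had 3 genes tested and a median of 1.88, which was -6.01 without Msx2-KO replicate 2, the melanocyte markers 6 genes and a median of -3.36, or -2.34 with absent genes at their bound, and the interfollicular basal and infundibulum markers 10 genes and a median of 1.29. The HFSC median of the melanocyte markers was -0.51 with at least 10 counts in every library, a filter that leaves fewer genes. For the immune, melanocyte and infundibulum markers the adjusted p from limma's camera was 0.925, 0.0910 and 0.00698. For the infundibulum markers it was 0.0227 with fry and 0.272 with the estimated correlation. Of those 10 genes 5 lay above and 3 below in both libraries labelled Msx2-KO, and Krt79 had 90.1 and 30.9 normalized counts in WT against 3285 and 2989. Of the muscle markers 1 gene, Acta1, was tested in HFSCs, and of the erythrocyte markers 0 were tested in either cell type.

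In EpdSCs the cycling cell markers had a median of 2.82, with 15 of 20 genes higher and 3 lower without overlap between the groups and 5 called (limma's camera, adjusted p = 1.6e-04, 0.0676 with fry and 0.898 with the estimated correlation). Mki67 was among the lower genes, with 2517 and 2055 normalized counts in WT and 7.64 and 294 in libraries labelled Msx2-KO. The medians were -3.24 over 14 immune markers (-2.54 with absent genes at their bound, -1.06 without WT replicate 1), -0.13 over 2 melanocyte markers, -0.60 over 12 infundibulum markers, -0.43 over 10 sebaceous gland markers and -1.01 over 2 muscle markers (-0.67 at the bound). Single libraries decided the sign in several of these lists. Without Msx2-KO replicate 1 the median was 1.32 for melanocyte markers and -1.33 for infundibulum markers, without Msx2-KO replicate 2 -1.59 and 0.07, without WT replicate 1 0.25 and without Msx2-KO replicate 1 0.0305 for sebaceous gland markers, and without WT replicate 2 0.12 for muscle markers. Their adjusted p from limma's camera was 0.496, 0.894, 0.894, 0.648 and 0.894. Ly6d, an infundibulum marker chosen after its values were seen, had 4483 and 3154 in WT and 412209 and 60944 in libraries labelled Msx2-KO.

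Other genes that the paper names had RNA values here. In HFSCs the log2 fold change was 0.24 for Lef1, 1.30 for Pcna (normalized counts of 40.6 and 50.9 in WT and 17.8 and 208 in libraries labelled Msx2-KO), 1.38 for Timp3, -0.47 for Col4a1 and 0.32 for Col4a2, and none was called in a setting that adjusts p. Lef1 and Col4a2 were negative with library totals. Krt6b was absent from both HFSC libraries labelled Msx2-KO and at least 104.5-fold lower there if only counting error is allowed for. DESeq2, library totals and the replicate block called it. Reads shared with Krt6a, which had estimated counts of 702 and 187 there and 942 and 1022 in WT, were not tested. In EpdSCs Postn had a log2 fold change of 4.32 (adjusted p = 0.0281), Smad4 of 3.61 (adjusted p = 0.0480) and Abca12 of -3.93 (adjusted p = 0.0316), all called by limma. Pcna had a log2 fold change of 1.73 in EpdSCs. Timp3 overlaps Syn3, and Col4a1 and Col4a2 overlap each other.

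Sex-linked genes split the EpdSC libraries across the genotypes. Xist had 14990 and 0.948 normalized counts in WT replicates 1 and 2 and 1.27 and 1738 in Msx2-KO replicates 1 and 2, and Ddx3y had 0 and 604 against 1945 and 0. In HFSCs Xist had 2795 and 96.4 in WT and 761 and 1277 in libraries labelled Msx2-KO, and Ddx3y had 84.9 and 258 against 6.13 and 122, so every HFSC library held RNA of both.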
